# Apelin as a CNS-specific pathway for fenestrated capillary formation in the choroid plexus

**DOI:** 10.1038/s41467-025-63003-2

**Published:** 2025-08-19

**Authors:** Lukas Herdt, Stefan Baumeister, Jeshma Ravindra, Jean Eberlein, Christian S. M. Helker

**Keywords:** Angiogenesis, Neuro-vascular interactions

## Abstract

The cerebral vasculature consists of a heterogenous network of blood vessels, including barrier-forming capillaries with blood-brain-barrier (BBB) properties and fenestrated capillaries specialized for molecular exchange. While key pathways regulating BBB vessel formation have been identified, the mechanisms driving fenestrated vessel development remain poorly understood. Here, we identify Apelin signaling as a critical, cell type-specific pathway required for the formation of fenestrated capillaries in the choroid plexus (CP), while being dispensable for angiogenesis and barriergenesis of adjacent BBB vessels. Notably, *apelin receptor b* (*aplnrb*) expression closely mirrors that of the canonical fenestrated endothelium marker, *plasmalemma vesicle-associated protein b* (*plvapb*), highlighting *aplnrb* as a second marker for the fenestrated endothelium. However, our data indicate that Apelin signaling does not regulate expression of *plvapb*. Furthermore, we identify a population of undifferentiated pre-programmed leptomeningeal fibroblast as the Apelin source, regulating fenestrated vessel formation in the CP. Utilizing our previously engineered APLNR-cpGFP conformational biosensor we map localized Apelin ligand hotspots across the brain, which guide the development of fenestrated blood vessels in the CP. Collectively, our findings uncover a meningeal-vascular signaling axis that promotes fenestrated vessel formation in the CP and is essential for establishing cerebrovascular heterogeneity.

## Abstract (web summary)

The brain vasculature comprises a heterogenous network of blood vessel. Here Herdt et al. uncovered a meningeal-vascular crosstalk mediated by Apelin signaling which is specifically required for the formation of fenestrated blood but not for blood-brain-barrier vessels.

## Introduction

Organ-specific angiogenic signaling pathways establish vascular networks that meet the unique metabolic and functional demands of each tissue^1^. In the brain, the vasculature is characterized by the blood-brain-barrier (BBB), which protects neural tissue by restricting the passage of harmful molecules while regulating nutrient exchange between the endothelial cells (ECs) and the brain parenchyma. However, maintaining central nervous system (CNS) homeostasis also requires regions of specialized vascular permeability achieved through fenestrated blood vessels. These vessels, which facilitate the exchange of molecules, are primarily found in endocrine glands, in the circumventricular organs (CVOs) and the choroid plexus (CP)^2–7^. Fenestrated capillaries are characterized by the presence of pores, so-called fenestrae, within the EC membrane^4,5,8^. These fenestrae contain diaphragms that regulate the molecular exchange and are formed by the Plasmalemma vesicle associated protein (PLVAP), the only well-characterized marker for fenestrated blood vessels^5,8,9^. Canonical Wnt/β-catenin and Vascular endothelial growth factor (VEGF) signaling are well known pathways required for cerebral angiogenesis across various species. Wnt signaling is required for BBB angiogenesis and maintaining barrier integrity^10–15^. Additionally, it acts as a negative regulator of PLVAP expression, thereby suppressing fenestrae formation^7,10,16–18^. In contrast, VEGF signaling plays a dual role by promoting both BBB^19–23^ and fenestrated blood vessel formation^6,24–27^. Despite this knowledge, a molecular pathway specifically governing fenestrated vessel formation remains undefined.

The CP, a neuroepithelial structure associated in the brain ventricles, is a key site of specialized vascular permeability. In addition to its role in forming the blood-cerebrospinal fluid (CSF) barrier^28^, the CP produces CSF, removes metabolic waste and facilitates immune cell trafficking^29–31^. While the CP is present in all four ventricles of human and mice^32,33^, in zebrafish it is associated with only two brain ventricles^3^. Dysfunctions of the CP have been implicated in several CNS diseases, such as Alzheimer's Disease and Multiple Sclerosis^28,30,31^.

The Apelin receptor (Aplnr), a class A rhodopsin-like G protein-coupled receptor (GPCR), and its two endogenous peptide ligands, Apelin and Apela (also known as Toddler or Elabela), have been shown to play key roles in cardiovascular development across different species including mice, zebrafish and frog^34–41^. Neural-vascular Apelin signaling was recently shown to guide vessel patterning in the spinal cord^37,40^, suggesting a broader role for Apelin in CNS vascularization. While these findings highlight Apelin’s role in spinal cord vascularization, its function in brain angiogenesis and cerebrovascular specialization remains unknown.

Here, we identify a meningeal-vascular crosstalk mediated by Apelin signaling which regulates cerebrovascular specialization. Our findings suggest that *aplnrb* may serve as a second marker for fenestrated ECs, as its expression closely mirrors that of the canonical fenestration marker *plvapb*. Genetic analysis and RNA sequencing reveal undifferentiated pre-programmed leptomeningeal fibroblasts are the primary source of the Apelin ligand driving fenestrated vessel development in the CP. Utilizing our previously engineered APLNR-cpGFP conformational biosensor, we map localized Apelin ligand hotspots across the brain, which spatiotemporally coincide with fenestrated vessel sprouting sites. Together, this work defines Apelin signaling as a critical meningeal-derived signal required for fenestrated blood vessel formation contributing to cerebrovascular heterogeneity.

## Results

### Genome-wide analysis reveals *aplnrb* as a key candidate for fenestrated vessel formation

Zebrafish possesses two CP in the brain (Fig. 1a): the diencephalic CP (dCP) located in the forebrain (Fig. 1a’) and the myelencephalic CP (mCP) situated in the hindbrain (Fig. 1a”). Both CP reside in the dorsal region of the brain, beneath the brain meninges and are vascularized by fenestrated blood vessels^3^ (Fig. 1a’-a”). To investigate the molecular mechanisms underlying fenestrated vessel formation, we analyzed publicly available single-cell RNA sequencing (scRNA-seq) datasets from zebrafish^42^. Our analysis revealed a strong expression correlation between *aplnrb* and the fenestrated vessel marker *plvapb* (Fig. 1b, c). Among all genes in the genome, *plvapb* exhibits the second highest expression similarity to *aplnrb*, with only the paralogue *aplnra* displaying a closer correlation (Fig. 1b). Within the vasculature, *plvapb* also exhibits the second highest expression similarity to *aplnrb*, following the endothelial-specific marker *cdh5* (Fig. 1c). Given this strong correlation, we generated a transgenic reporter line expressing the mNeonGreen fluorophore under the control of the *plvapb* promoter (Fig. 1d; Supplementary Fig. 1a–c). To monitor *aplnrb* expression, we utilized the *Tg*^*BAC*^*(aplnrb:Venus-PEST)* reporter, which expresses a short half-life Venus-PEST under the control of the *aplnrb* promoter (Fig. 1e)^41^. Previous studies have reported that *plvapb* is initially expressed by all immature ECs^8,18^ but its expression becomes restricted to the fenestrated endothelium^2,5,8,43,44^. Consistent with the scRNA-seq data, imaging of *Tg*^*BAC*^*(aplnrb:Venus-PEST)* and *Tg(plvapb:mNeonGreen)* reporters showed a closely overlapping expression pattern in the cerebral vasculature (Fig. 1d, e). Both reporters displayed strong fluorescence in the fenestrated vasculature in the dCP and mCP (Fig. 1d, e), whereas no expression was observed in the central arteries (CtAs) which instead display BBB properties (Supplement Fig. 2a, b). These findings highlight a strong expression correlation between *plvapb* and *aplnrb* and suggest a role of Apelin signaling in fenestrated blood vessel development.

**Fig. 1:**
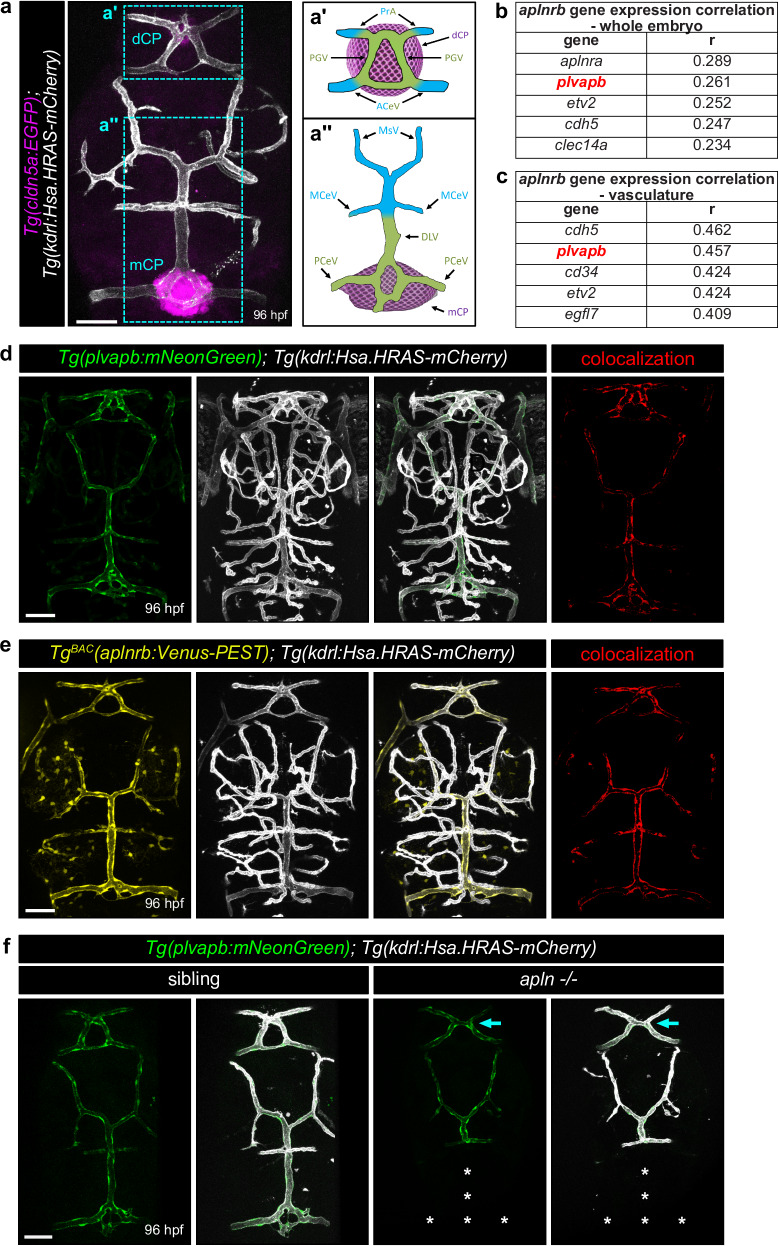
*aplnrb* expression mirrors *plvapb* expression. **a** Confocal projection images of *Tg(cldn5a:EGFP)*; *Tg(kdrl:Hsa.HRAS-mCherry)* larvae highlighting the choroid plexi (CP) and their associated vasculature at 96 hpf. **a’**–**a”** Schematic illustration of the vasculature in the diencephalic CP (dCP, **A’**) and myelencephalic CP (mCP, **a”**). Fenestrated blood vessels are pseudo colored in green, blood-brain-barrier vessels in blue and the CP in magenta. Genome-wide correlation analysis of *aplnrb* expression across all genes in the whole zebrafish dataset (3.3–120 hpf) (**b**) and in the vasculature-specific dataset (**c**) from public available Daniocell scRNA-seq database^42^. Tables show the top five genes most closely expressed to *aplnrb*. Confocal projection images of the cerebral vasculature in *Tg(plvapb:mNeonGreen); Tg(kdrl:Hsa.HRAS-mCherry)* (**d**) and *Tg*^*BAC*^*(aplnrb:Venus-PEST)*; *Tg(kdrl:Hsa.HRAS-mCherry)* larvae at 96 hpf (**e**). Colocalization channel of either *Tg(plvapb:mNeonGreen)* or *Tg*^*BAC*^*(aplnrb:Venus-PEST)* and *Tg(kdrl:Hsa.HRAS-mCherry)* is displayed in red. **f** Confocal projection images of the CP vasculature of *Tg(plvapb:mNeonGreen)*; *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *apln* mutant larvae at 96 hpf. Asterisks indicate missing blood vessels in the mCP in *apln* mutant larvae. Arrows point to morphological abnormalities of the vasculature in the dCP in *apln* mutant larvae. Scale bars: 50 µm. hpf – hours post fertilization; PrA prosencephalic artery, PGV pineal gland vessel, ACeV anterior cerebral vein, DLV dorsal longitudinal vein, PCeV posterior cerebral vein, MCeV midcerebral vein, MsV mesencephalic cerebral vein, dCP diencephalic choroid plexus, mCP myelencephalic choroid plexus.

### Apelin signaling is specifically required for fenestrated blood vessel formation

Given the strong correlation between *aplnrb* and *plvapb* expression, we investigated whether Apelin signaling is functionally required for fenestrated blood vessel development. Therefore, we analyzed fenestrated vessel formation in *plvapb*:mNeonGreen expressing *apln* mutant larvae. At 96 hpf, we observed a complete absence of fenestrated vessels in the mCP, while the dCP vasculature exhibited morphological abnormalities compared to their control siblings (Fig. 1f). To investigate whether Apelin signaling also induces the expression of the canonical fenestration marker *plvapb*, we used our *apln* heat-inducible *Tg(hsp70l:apln)* overexpression line and analyzed *plvapb*:mNeonGreen expression within the cerebral vasculature. To temporally and ubiquitously overexpress *apln* for the analysis of *plvapb* expression, *Tg(hsp70l:apln)*^*wt/mu269*^; *Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^; *Tg(plvapb:mNeonGreen)*^*mr38*^ larvae were heat-shocked at 37 °C for one hour at 72 and 96 hpf, and subsequently imaged by confocal microscopy at 120 hpf (Supplementary Fig. 1d, e). However, compared to control siblings, *apln* overexpression does not change *plvapb*:mNeonGreen expression (Supplementary Fig. 1e, f), indicating that Apelin signaling is required for the initial angiogenesis of CP fenestrated capillaries but dispensable for the regulation of the fenestration marker *plvapb*.

To further investigate the role of Apelin signaling in mCP vascularization, we analyzed the development of its major fenestrated vessels, the dorsal longitudinal vein (DLV) and the two bilateral posterior cerebral veins (PCeV; Fig. 1a”) from 72 to 120 hpf. In control siblings, these fenestrated vessels are fully formed at 72 hpf. However, in *apln* mutant larvae, they were entirely absent, while adjacent BBB vessels, such as the midcerebral veins (MCeVs) and mesencephalic veins (MsVs), developed normally (Fig. 2a–e). To rule out a developmental delay, we imaged this brain region until 120 hpf. However, also at later developmental stages, the fenestrated vessels remained absent (Fig. 2a–e). To investigate the cellular behavior of the ECs during fenestrated capillary formation, we performed time-lapse imaging from 45 to 67 hpf (Fig. 2f; Supplement movie 1-2). In control siblings, the DLV sprouts from the dorsal midline junction (DMJ) at 45 hpf, extending caudally (Fig. 2f). By 53 hpf, the DLV sprout bifurcates laterally, extending toward the bilateral PCeV sprouts (Fig. 2f, white arrows). By 57 hpf, these three fenestrated sprouts connect (Fig. 2f, white arrow heads), which eventually anastomose by 66 hpf (Fig. 2f). Notably, the DLV, but not the PCeV sprouts, is already lumenized during sprouting. In contrast, in *apln* mutant larvae all fenestrated capillary sprouts fail to form leading to a complete absence of the vasculature in the mCP (Fig. 2f, asterisks). Together, these data show that Apelin signaling is specifically required for the formation of the fenestrated capillaries in the CP but does not regulate the expression of the canonical fenestration marker *plvapb*.

**Fig. 2:**
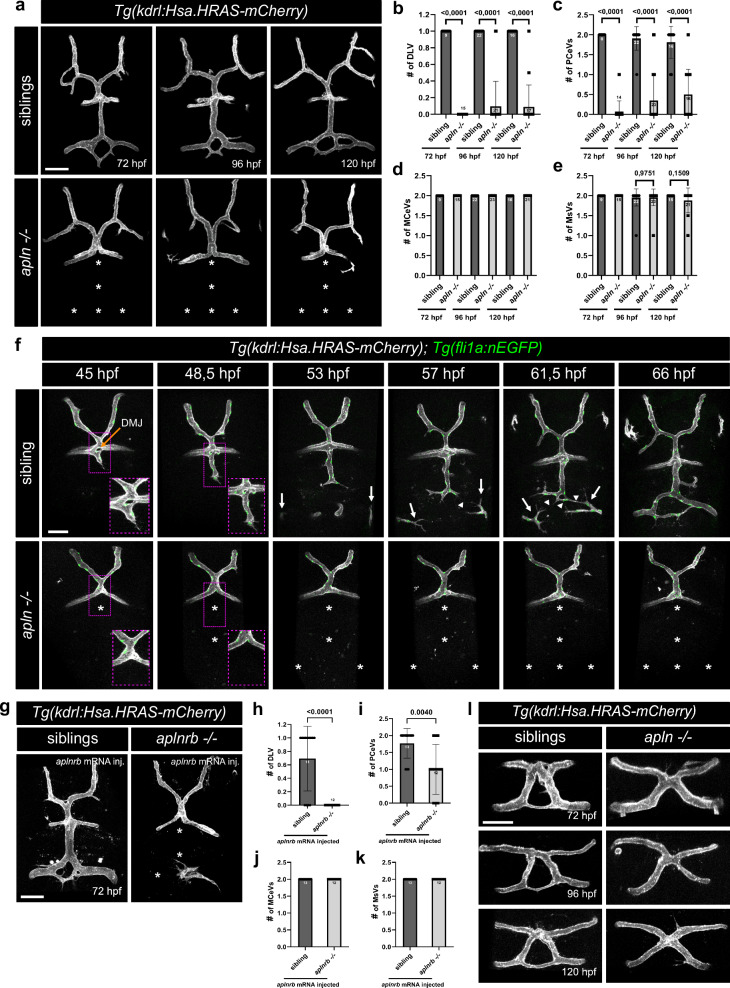
Apelin signaling is required for fenestrated blood vessel development. **a** Confocal projection images of the mCP vasculature of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *apln* mutant larvae at 72, 96 and 120 hpf. Asterisks indicate missing blood vessels in the mCP in *apln* mutant larvae. Quantification of DLV (**b**), PCeV (**c**), MCeV (**d**) and MsV (**e**) formation in siblings and *apln* mutant larvae at 72, 96, and 120 hpf. **f** Still images taken from a time-lapse video of *Tg(kdrl:Hsa.HRAS-mCherry); Tg(fli1a:nEGFP)* larvae from 45 to 67 hpf. In siblings, the DLV sprouts from the DMJ extending caudally at 45 hpf. The PCeVs sprout dorsally and reach the dorsal brain at 53 hpf (arrows) and connect with the DLV at 57 hpf (arrow heads). Asterisks indicate missing blood vessels in the mCP in *apln* mutant larvae. **g** Confocal projection images of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *aplnrb* mutant larvae injected with *aplnrb* mRNA showing the mCP vasculature at 72 hpf. Asterisks indicate missing blood vessels in the mCP in *aplnrb* mutant larvae. Quantification of DLV (**h**), PCeV (**i**), MCeV (**j**) and MsV (**k**) formation in siblings and *aplnrb* mutant larvae injected with *aplnrb* mRNA at 72 hpf (*n* = 13 for siblings; *n* = 12 for *aplnrb -/-*). **l** Confocal projection images of the dCP vasculature in *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *apln* mutant larvae at 72, 96, and 120 hpf. Compared to their siblings, *apln* mutant larvae show vascular morphological abnormalities in the dCP. Statistical analysis was performed by using two-tailed unpaired Student’s t-test with Welch’s correction, except in (**b**) the statistical analysis for the 72 hpf timepoint was performed by using the two-tailed Mann–Whitney U test. Data are presented as mean ± standard deviation from three independent experiments. Scale bars: 50 µm. hpf – hours post fertilization, DMJ dorsal midline junction, DLV dorsal longitudinal vein, PCeV posterior cerebral vein, MCeV midcerebral vein, MsV mesencephalic cerebral vein. Source data are provided as a Source Data file.

### Apelin signaling is dispensable for BBB angiogenesis

Since fenestrated blood vessels are absent in *apln* mutant larvae, we analyzed the development of BBB vessels in the hindbrain ((CtAs), Supplement Fig. 2c). However, no defects in BBB vessel formation were observed at 54 hpf in *apln* mutant larvae compared to their control siblings (Supplement Fig. 2c, d). To determine whether these vessels establish BBB properties in *apln* deficient larvae, we performed intracardiac injections of a fluorescently conjugated 10 kDa Dextran-AlexaFluor647 tracer at 72 hpf (Supplement Fig. 1e) and assessed possible vascular leakage at 74 hpf (Supplement Fig. 1f). However, *apln* mutant larvae exhibited no tracer extravasation, indicating for an intact BBB (Supplement Fig. 1f, g). These findings show that Apelin signaling is specifically required for the development of fenestrated vessel, but dispensable for BBB angiogenesis.

### Aplnrb, but not Aplnra, is required for fenestrated vessel formation

To determine which Apelin receptors (Aplnr) mediate fenestrated vessel formation, we analyzed the mCP vasculature in *aplnra* and *aplnrb* mutant larvae. *aplnrb* mutant embryos exhibit severe cardiac defects leading to the absence of blood flow^45^. To bypass secondary vascular defects due to the lack of blood flow, we rescued cardiac defects by *aplnrb* mRNA injections into *aplnrb* mutant embryos (Supplement Fig. 3a). Consistent with our *aplnrb* expression analysis, *aplnrb* mutant larvae phenocopy *apln* mutant larvae, exhibiting a complete absence of mCP vasculature (Fig. 2g–k). In contrast, *aplnra* mutant larvae developed normal mCP vasculature (Supplement Fig. 2b–f). These findings indicate, that Apelin signaling promotes fenestrated vessel sprouting in the mCP via Aplnrb, but not Aplnra.

### Apelin signaling is a CP-specific pathway for fenestrated vessel formation

To determine whether Apelin signaling is required for other fenestrated vascular beds within the zebrafish brain, we analyzed the vasculature in the dCP and the neurohypophysis (pituitary gland). In control siblings, the dCP exhibited the characteristic circular vascular structure as previously described^24^. In contrast, *apln* mutant larvae exhibited a X-shaped vascular morphology (Fig. 2l), resembling the early developmental stages at 32 hpf^24^. These data indicate, that Apelin is not required for the initial angiogenesis of the dCP vasculature, but instead promotes the vascular remodeling to form a functional vascular circuit.

Next, we examined the neurohypophysis, where fenestrated capillaries facilitate rapid hormone uptake into circulation^4,46,47^. In the neurohypophysis vasculature we observed *aplnrb*:Venus-PEST expression at 72 and 120 hpf. *aplnrb*:Venus-PEST expression became specifically restricted to the fenestrated capillary loop at 120 hpf, suggesting selective maintenance of *aplnrb* expression in this vascular bed (Supplement Fig. 4a). However, in *apln* mutant larvae, the formation of the hypophyseal capillary loop, artery and vein remained unaffected at 120 hpf (Supplement Fig. 4b–e). Together, these finding suggest that Apelin signaling is a region- and EC subtype-specific cue for the formation of cerebral fenestrated blood vessel in the CP.

### Apelin acts as a paracrine signaling molecule in the zebrafish brain

To further elucidate the role of Apelin signaling, we examined the spatiotemporal expression of *apln* and *aplnrb* during cerebrovascular development. We utilized the *Tg*^*BAC*^*(aplnrb:Venus-PEST)* and *Tg*^*BAC*^*(apln:Venus-PEST)* reporter lines, which express a short half-life Venus-PEST under the control of the *aplnrb* and *apln* promoter. We observed *aplnrb*:Venus-PEST expression predominantly in ECs (Fig. 3). At 48 and 54 hpf, *aplnrb*:Venus-PEST expression was highly enriched in fenestrated blood vessels, while only low expression was detected in BBB blood vessels (Fig. 3a, b; arrows, fenestrated vessels; arrow heads, BBB vessels). As development progressed, *aplnrb*:Venus-PEST expression became restricted to fenestrated blood vessels in the dCP and mCP (Fig. 3c–e, arrows) and remained persistently expressed in matured fenestrated vessels at 96 and 120 hpf (Fig. 3d, e). In contrast, *aplnrb*:Venus-PEST expression in BBB vessels was gradually downregulated and became undetectable after 54 hpf (Fig. 3d, e, Supplement Fig. 2b).

**Fig. 3:**
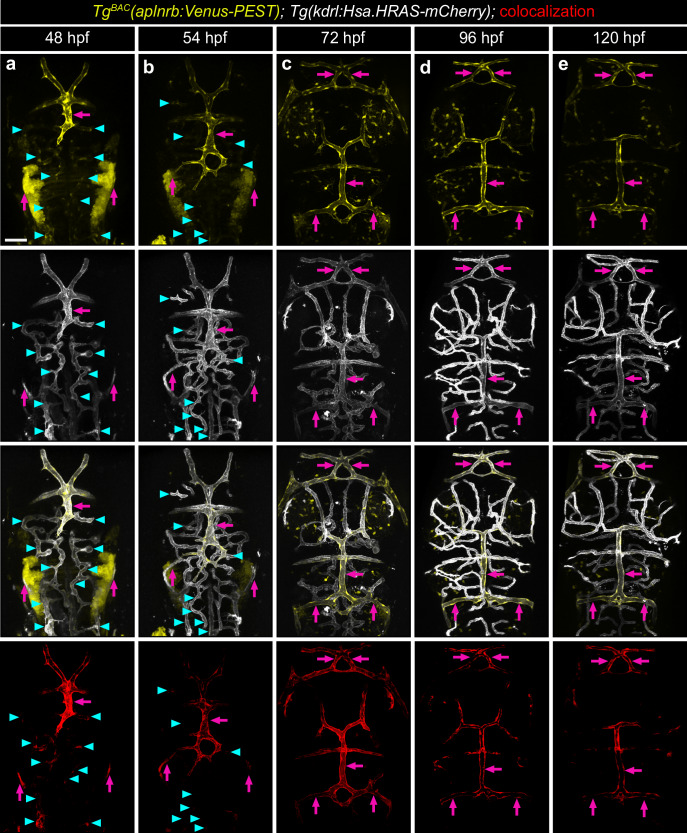
*aplnrb* expression gets restricted to fenestrated blood vessels in the brain. Confocal projection images of the cerebral vasculature in *Tg*^*BAC*^*(aplnrb:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* larvae at 48 (**a**), 54 (**b**), 72 (**c**), 96 (**d**) and 120 (**e**) hpf. At 48 hpf (**a**) and 54 hpf (**b**), *aplnrb:*Venus-PEST expression is present in both BBB and fenestrated blood vessels (arrowheads indicate BBB vessels). **a**–**e** From 72 hpf onward, *aplnrb:*Venus-PEST expression becomes restricted to fenestrated blood vessels (arrows) and is absent in BBB vessels (**c**–**e**). Colocalization channel of *Tg*^*BAC*^*(aplnrb:Venus-PEST)* and *Tg(kdrl:Hsa.HRAS-mCherry)* is displayed in red. Scale bars: 50 µm. Data are presented from three independent experiments.

While Apelin was initially identified as a tip-cell enriched gene^35^, recent findings demonstrate its paracrine function during zebrafish spinal cord vascularization^40^. To investigate its potential paracrine role in the brain, we analyzed *apln*:Venus-PEST expression relative to fenestrated vessel sprouting (Fig. 4; Supplement Fig. 5). At 48 hpf *apln*:Venus-PEST expression was observed at the initial sprouting sites of the fenestrated blood vessles (Fig. 4a; Supplement Fig. 5a). Notably, in *apln* mutant larvae, these cells were positioned correctly, indicating that Apelin does not regulate their localization (Supplement Fig. 5f). By 54 hpf, *apln*:Venus-PEST expressing cells appeared in the mCP region, spatiotemporally coinciding with the anastomosis site of the fenestrated blood vessels (Fig. 4b; Supplement Fig. 5b). Consistent with our previous work^40^, *apln*:Venus-PEST expression initially appears in cells surrounding the mCP and only later in ECs (Fig. 4c; Supplement Fig. 5c), suggesting that vascular-derived Apelin plays a minor role for fenestrated vessel development. Once the fenestrated blood vessels are formed, *apln*:Venus-PEST expression becomes gradually downregulated as development progressed (Fig. 4c, d, Supplement Fig. 5c, d) and was downregulated throughout the brain by 120 hpf (Fig. 4e; Supplement Fig. 5e). Similarly to the mCP, we observed *apln*:Venus-PEST expression in cells adjacent to the blood vessels at the dCP (Supplementary Fig. 5c–e), but not in ECs. These results suggest that Apelin acts as a paracrine cue for CP vascularization. To investigate whether autocrine endothelial-derived Apelin plays a role for the formation of fenestrated capillaries in the mCP, we performed an EC-specific rescue experiment by using the GAL4-UAS system. For this purpose, we re-expressed *apln* in ECs of *apln* mutant; *Tg(fli1a:GAL4FF); Tg(UAS:apln)* larvae and imaged the mCP vasculature at 72 hpf (Supplementary Fig. 6a). Our rescue experiment revealed that vascular-derived Apelin was not sufficient to restore the loss of fenestrated blood vessels (Supplementary Fig. 6a–e), indicating that paracrine rather than autocrine Apelin signaling is required for CP vascularization.

**Fig. 4:**
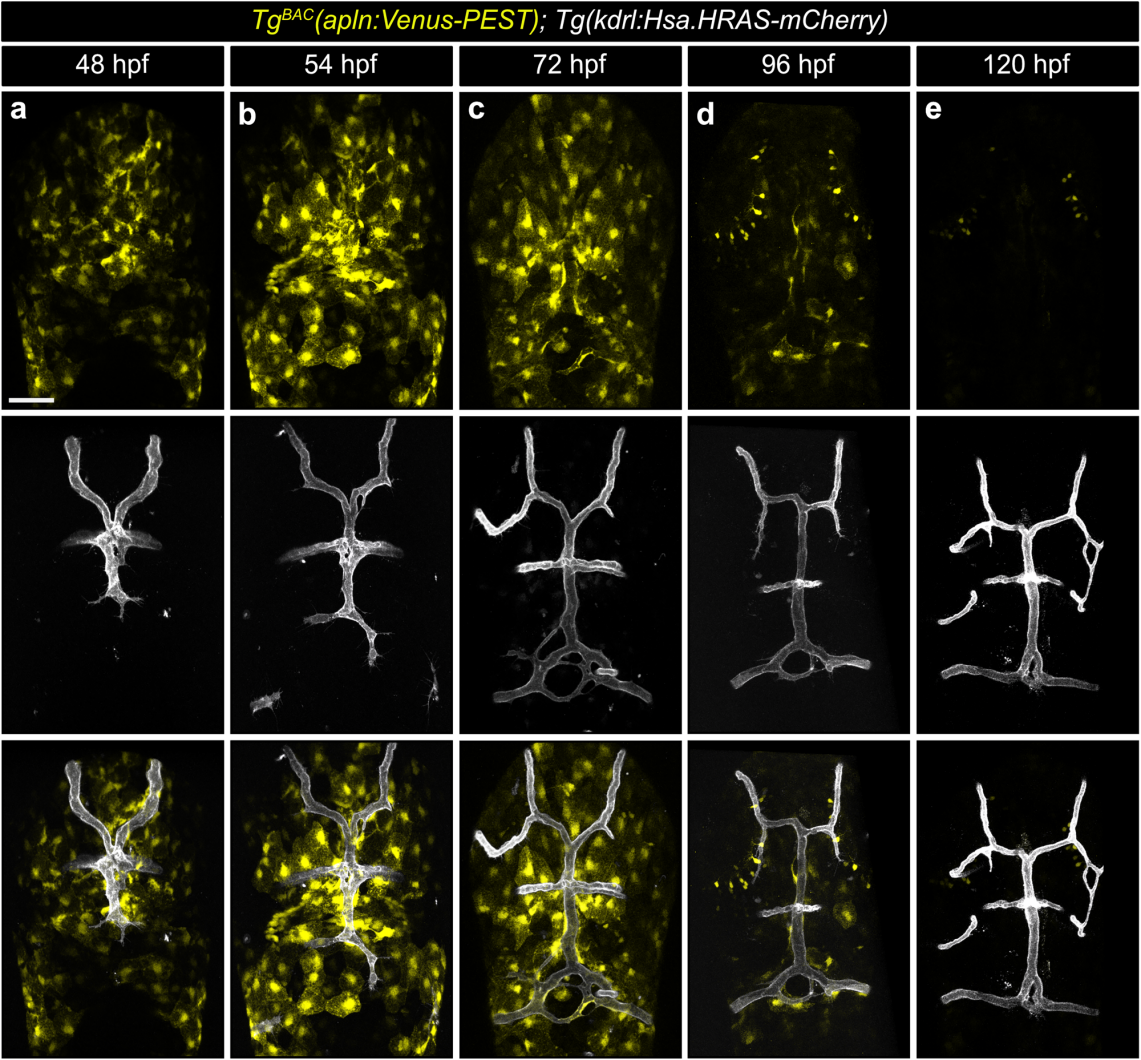
*apln* is spatiotemporally expressed during fenestrated blood vessel formation. Confocal projection images of the brain in *Tg*^*BAC*^*(apln:Venus-PEST)*; *Tg(kdrl:Hsa.HRAS-mCherry)* larvae at 48 (**a**), 54 (**b**), 72 (**c**), 96 (**d**) and 120 (**e**) hpf. *apln:*Venus-PEST expression is observed in cells surrounding the sprouting fenestrated blood vessels (**a**–**d**). After the vessels are formed, *apln:*Venus-PEST expression is also observed in perivascular cells at 72 and 96 hpf (**c**,** d**) and becomes downregulated by 120 hpf (**e**). Scale bars: 50 µm. Data are presented from three independent experiments.

In conclusion, *aplnrb* is initially expressed by all immature cerebral ECs, but its expression becomes restricted specifically to fenestrated ECs as development regresses. Meanwhile, the Apelin ligand functions as a paracrine signal guiding the sprouting of fenestrated vessels through spatiotemporal regulation of its expression.

### Apelin is expressed by meningeal fibroblast progenitors

Given the anatomical location of the *apln*:Venus-PEST expressing cells, we hypothesized that these cells reside within the meninges. The meninges arise from a mesenchymal cell sheath on the brain surface and differentiate into a heterogenous multilayered structure with neuroprotective functions and are composed of the dura, arachnoid and pia mater^48–51^. A previous study has shown that meningeal fibroblast-derived Vegfab and Vegfd contribute to mCP vascularization in zebrafish^6^. This led us to investigate whether meningeal fibroblasts also express Apelin to guide fenestrated blood vessels in the CP. Meningeal fibroblasts originate from either mesodermal or neural crest lineages^52^. To determine the origin of the *apln*:Venus-PEST expressing cells, we performed lineage tracing using the *t-box transcription factor Ta* (*tbxta*), as a mesodermal marker, and *sry-box transcription factor 10* (*sox10*), as a marker for neural-crest origin. To test for the mesodermal lineage, we injected a *tbxta*:EGFP plasmid into 1-cell stage *Tg*^*BAC*^*(apln:Venus-PEST)* embryos, leading to mosaic EGFP expression in mesodermal-derived cells. Indeed, the *apln*:Venus-PEST expressing cells were expressing *tbxta*:EGFP (Fig. 5a, arrow heads). In contrast, analyzing triple transgenic *Tg*^*BAC*^*(apln:Venus-PEST); Tg*^*BAC*^*(sox10:GAL4-VP16)*; *Tg(UAS-E1B:NTR-mCherry)* larvae revealed no colocalization between *Tg*^*BAC*^*(apln:Venus-PEST)* and *Tg*^*BAC*^*(sox10:GAL4-VP16)*; *Tg(UAS-E1B:NTR-mCherry)* (Fig. 5b), ruling out a neural crest origin.

**Fig. 5:**
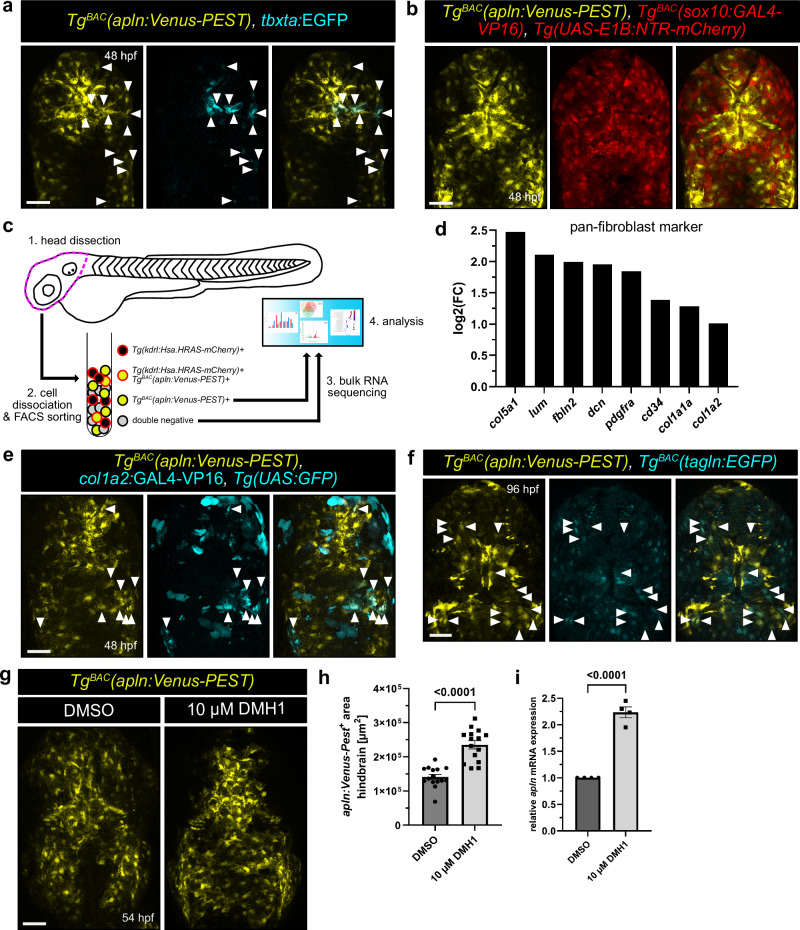
Apelin is expressed by mesodermal-derived meningeal fibroblasts. **a** Confocal projection images of the brain of *Tg*^*BAC*^*(apln:Venus-PEST)* larvae injected with a *tbxta:*EGFP plasmid at 48 hpf. Arrowheads indicate *apln:*Venus-PEST*; tbxta:*EGFP double positive cells. **b** Confocal projection images of the dorsal brain region of *Tg*^*BAC*^*(apln:Venus-PEST); Tg*^*BAC*^*(sox10:GAL4-VP16); Tg(UAS-E1B:NTR-mCherry)* larvae at 48 hpf. None of the *sox10:*GAL4-VP16*; UAS-E1B:*NTR-mCherry expressing cells co-express *apln:*Venus-PEST. **c** Schematic illustration of the work flow. Heads of *Tg*^*BAC*^*(apln:Venus-PEST)*; *Tg(kdrl:Hsa.HRAS-mCherry)* larvae (1.) were dissociated into a single cell suspension (2.) at 48 hpf. Venus positive and double Venus, mCherry negative cells were sorted by FACS (2.), RNA was isolated and sent for RNA sequencing (3.−4.). **d** Expression analysis of pan-fibroblast markers in *apln:*Venus-PEST expressing cells. **e** Confocal projection images of the brain of *Tg*^*BAC*^*(apln:Venus-PEST); Tg(UAS:GFP)* larvae injected with a *col1a2:*GAL4-VP16 plasmid at 48 hpf. Arrowheads indicate *apln:*Venus-PEST*; col1a2:*GAL4-VP16*; UAS:*GFP double positive cells. **f** Confocal projection images of the brain of *Tg*^*BAC*^*(apln:Venus-PEST); Tg*^*BAC*^*(tagln:EGFP)* larvae at 96 hpf. Arrowheads indicate *apln:*Venus-PEST, *tagln:*EGFP double positive cells. **g** Confocal projection images of the brain of *Tg*^*BAC*^*(apln:Venus-PEST)* larvae treated with DMSO or 10 µM DMH1 at 54 hpf. Larvae were treated from 24 to 54 hpf. (**h, i**) Quantification of *apln:*Venus-PEST positive area in the hindbrain (**h**) and quantitative RT-PCR results for *apln* mRNA expression in dissected heads (**i**) in DMSO and 10 µM DMH1 treated larvae at 54 hpf. Statistical analysis was performed by using two-tailed unpaired Student’s t-test with Welch’s correction. Data are presented as mean ± standard deviation from two (**h**) and four (**i**) independent experiments. Scale bars: 50 µm. hpf – hours post fertilization. Source data are provided as a Source Data file.

To further characterize these cells, we dissected double transgenic *Tg*^*BAC*^*(apln:Venus-PEST)*; *Tg(kdrl:Hsa.HRAS-mCherry)* larval heads at 48 hpf (Fig. 5c). We isolated the cells using fluorescence-activated cell sorting (FACS) and transcriptionally profiled Venus positive, mCherry negative cells (to exclude Venus positive ECs) and double negative cells by bulk-RNA sequencing (Fig. 5c). 

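In the authors' deposited table of this comparison, 485 genes were higher and 271 genes were lower in the Venus positive, mCherry negative cells than in the double negative cells. Among the genes that were higher, *fmoda*, a proteoglycan of collagen fibrils, had 37252 ± 3888 normalized read counts in the Venus positive cells and 1691 ± 27.5 in the double negative cells (SD, n = 2 libraries each). *tnmd*, a membrane glycoprotein of tendon and other dense connective tissue, rose from 48.7 ± 4.92 to 2532 ± 415 normalized read counts (SD, n = 2). Among the genes that were lower, the globin gene *hbbe1.3* fell from 67725 ± 26164 to 1044 ± 284 and the epidermal gene *agr1* from 9793 ± 2720.2 to 119 ± 38.1 (SD, n = 2), although near-identical globin copies can share reads. The data are Smart-seq2 libraries of sorted cells from dissected larval heads at 48 hpf, 2 of Venus positive, mCherry negative cells and 2 of double negative cells. Smart-seq2 amplifies full-length cDNA from small amounts of RNA and carries no molecular identifiers. The *apln* reporter drives Venus and the *kdrl* reporter drives mCherry in endothelial cells, and mCherry positive cells were left out of both groups. No source used here says whether the 2 libraries of a group came from separate clutches or sorts, so p-values measure only the spread between these libraries. The authors aligned the filtered reads, estimated read counts per gene with RSEM and compared the groups with DESeq2. Their table holds the 756 genes with a Q value under 0.05, and these Q values equal a Benjamini-Hochberg adjustment over 23016 genes, so the list is complete at that threshold and every gene in it had already passed the authors' test. The estimated counts, raised to whole numbers as in the authors' normalized counts, were tested again with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (~ group), keeping the authors' size factors of 1.22 and 0.98 for the double negative libraries and 0.80 and 1.15 for the Venus positive libraries. The adjustment was over the 754 listed genes with at least 10 counts in at least 2 libraries, of which 484 were higher and 270 lower, so it is not a false discovery rate over the genome. Adjusted over all 23016 genes, 224 were higher and 194 lower. This adjustment takes the edgeR p-values of the listed genes alone and counts them as part of 23016 tests. The other genes have no edgeR p-value here. A gene that does not pass it still had a Q value under 0.05 in the authors' DESeq2 comparison over the same 23016 genes. Scaling over the listed genes alone sets the middle of this selected list to no change. With the RLE method it moves the median log2 fold change by -1.87 and leaves 72 higher and 270 lower calls. Of the 87 genes named by rule, 40 are still called. A gene near the middle of the list comes out near no change under it by construction. Lost calls and turned signs with RLE scaling therefore follow largely from this shift and are not a separate test of a gene. The listed genes sum to 1175560 and 1136957 reads in the double negative libraries and 876579 and 1111669 in the Venus positive libraries, and the full depth of each library is not given in the sources used here. For each of the 756 genes both Venus positive libraries lay on 1 side of both double negative libraries. Chance gives this for 33.3% of unselected genes. These genes were selected by a test of this difference on these libraries, so the separation adds no evidence. An exact permutation test of 2 against 2 libraries cannot go below p = 0.333.

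**Figure D1:**
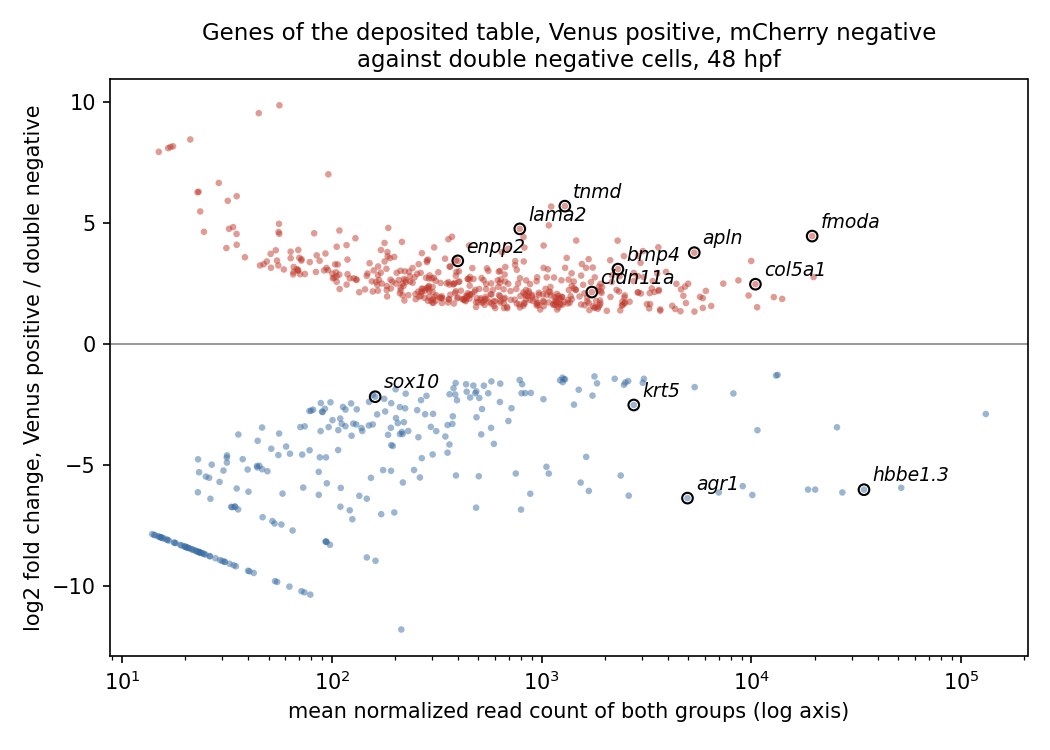
Log2 fold change between Venus positive, mCherry negative and double negative cells against the mean normalized read count of both groups (log axis) for the 754 listed genes tested. Red points are higher and blue points lower in Venus positive cells, and the straight line of points at the lower left holds genes with 0 reads in both Venus positive libraries, whose fold change depends on the small count that the fit adds.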

Publicly available scRNA-sequencing data sets identified *apln* expression in meningeal precursor cells within the mesenchymal cluster^42^, which exhibit an enrichment in key markers, including *cldn11a*, *fibina*, *reck* and *colec12* (Supplement Fig. 7a)^42^. Our RNA-seq confirmed enrichment of these markers alongside additional meningeal precursor markers such as *pigr*, *mrc2*, *adra1ba*, *cped1*, *dnm3a, sh3pxd2b* and *calhm2* (Supplement Fig. 7b). 

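Of the 11 meningeal precursor genes named by the paper, 10 are among the genes analysed here and all 10 were higher in the Venus positive, mCherry negative cells. *colec12* (NCBI gene 558942), a scavenger receptor, had 6955 ± 1638 normalized read counts in these cells against 881 ± 154 in double negative cells, a log2 fold change of 2.98 (standard error 0.47). *reck* (100334698), a membrane-anchored inhibitor of matrix metalloproteinases, had 2706 ± 107 against 381 ± 104, a log2 fold change of 2.83 (standard error 0.48). *cldn11a* (436897), a tight junction claudin, rose by 2.15 on the log2 scale and *fibina* by 1.96. The largest change of the group was in *calhm2*, from 30.0 ± 12.1 to 367 ± 131 normalized read counts (all SD, n = 2 libraries). The log2 fold changes of *mrc2*, *adra1ba*, *cped1*, *dnm3a* and *sh3pxd2b* lay between 2.04 and 2.74. *pigr* is not among the genes with a Q value under 0.05 in the authors' comparison and so was not analysed here. The paper's reported log2 fold change for it is 1.79. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 8.3e-05 for *colec12* to 0.00465 for *cped1*. All 10 also passed when adjusted over the list alone, which adds no independent evidence because the paper reports these genes from the same libraries (camera, which compares a list with the other listed genes, gave an adjusted p of 0.517 with an estimated correlation). Adjusted over all 23016 genes 5 of the 10 passed, and with RLE scaling over the listed genes 1 did. Without double negative replicate 1 the adjusted p of *cped1* over the listed genes was 0.057 from edgeR. The log2 fold change was 2.72 for *mrc2* and 3.33 for *dnm3a* without double negative replicate 2 and 2.11 for *dnm3a* without Venus positive library 3.

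**Figure D2:**
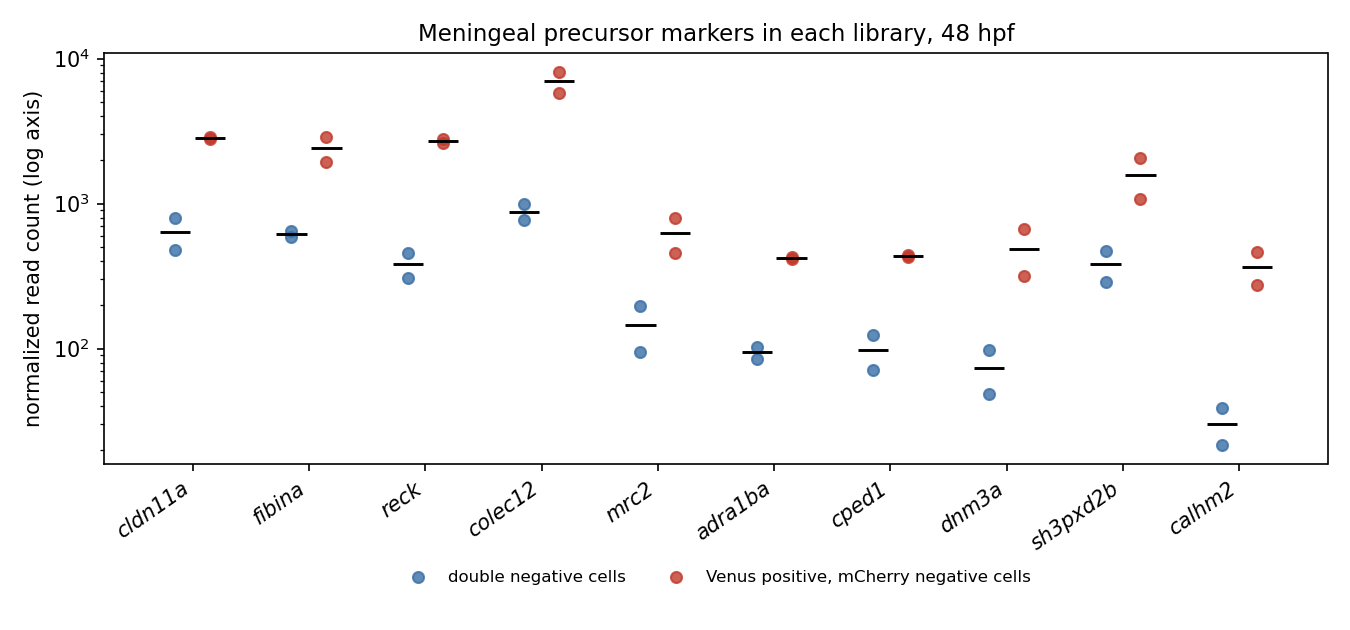
Normalized read counts (log axis) of 10 meningeal precursor markers in each of the 4 libraries, with double negative cells in blue, Venus positive, mCherry negative cells in red and group means as black bars. For every gene both red points lie above both blue points.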

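Fibronectin, encoded by *fn1a* (NCBI gene 100005469), had 2939 ± 1151 normalized read counts in the Venus positive, mCherry negative cells and 498 ± 199 in the double negative cells, a log2 fold change of 2.56 (standard error 0.50) and an adjusted p of 3.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *snai1a*, a transcription factor of epithelial-to-mesenchymal transition, had 705 ± 185 against 179 ± 9.84 (SD, n = 2), a log2 fold change of 1.98 (standard error 0.53) and an adjusted p of 0.00271 from the same test (0.0827 when adjusted over all 23016 genes). Of 37 transcription factors of mesenchyme and meninges, listed before the data were examined, 9 were analysed here and all 9 were higher in the Venus positive cells. They include *prrx1a* (2.18 on the log2 scale), *twist1a* (2.21) and *alx4a* (2.11), which act in cranial and limb mesenchyme, and *foxc1a* (1.79) and *zic4* (1.71), whose mammalian counterparts act in the developing meninges and cerebellum. Without Venus positive library 3, that of *zic4* was 0.95 (adjusted p = 0.137 from edgeR). The list holds more higher genes than chance gives among 23016 genes (adjusted p = 6.0e-07 from a one-sided hypergeometric test over 64 tests of 32 lists), and all 9 passed when adjusted over the list alone, although every member tested had already passed the authors' test on these libraries, and 4 when adjusted over all 23016 genes (adjusted p = 0.517 with an estimated correlation in camera). The member *snai1a* is also a gene the paper reports from these libraries, so it adds no independent evidence. With RLE scaling over the listed genes, 3 of the 9 (*foxc1a*, *six1a* and *zic4*) change sign and 0 pass, nor do *fn1a* and *snai1a*. The other mesenchymal markers of Supplement Fig. 7c were not analysed here. The paper's Source Data give their normalized read counts in the 2 Venus positive libraries, and with the size factors above these come to 4061 and 5866 reads for *cdh2*, 24634 and 26718 for *col1a1a*, 813 and 1118 for *foxc1b* and 247 and 1182 for *snai2*. They describe the level in Venus positive cells and hold no comparison with double negative cells.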

Consistent with their mesodermal origin, these cells also express mesenchymal markers, including *col1a1*, *cdh2*, *fn1a*, *cxcl12a*, *cxcl12b*, *foxc1b*, *snai1a*, *snai2* and *vim* (Supplement Fig. 7c). To confirm whether the *apln*:Venus-PEST expressing cells exhibit a fibroblast identity, we analyzed our RNA-seq data for fibroblast-specific markers. 

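Of 47 genes of the connective tissue matrix, listed before the data were examined, 20 were analysed here and all 20 were higher in the Venus positive, mCherry negative cells, among them fibrillar and fibril-associated collagens (*col5a1*, *col5a2a*, *col12a1a*), collagen VI (*col6a1*, *col6a3*), fibrillins (*fbn1*, *fbn2b*) and small leucine-rich proteoglycans (*lum*, *dcn*, *fmoda*). *col5a1* (NCBI gene 100334431), a collagen V chain, rose from 3190.3 ± 1321 to 17706 ± 7238 normalized read counts, and *lum* (415149) from 1236 ± 149.7 to 5317 ± 374 (SD, n = 2 libraries each). *dcn* (64698) had 9038 ± 1105 normalized read counts in the Venus positive cells, 3.87 times the level in double negative cells, and *pdgfra* (386856), a growth factor receptor of mesenchymal cells, 665 ± 188, 3.59 times that level. Their log2 fold changes were 2.47 (standard error 0.50), 2.11 (standard error 0.45), 1.95 (standard error 0.44) and 1.84 (standard error 0.54), with adjusted p-values of 4.4e-04, 5.8e-04, 9.4e-04 and 0.00431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *fbln2*, which encodes the matrix protein fibulin 2, had a log2 fold change of 1.99 (standard error 0.63), and without double negative replicate 1 its adjusted p was 0.0636 from edgeR. Of the genes that act in matrix processing, *pcolcea*, which enhances procollagen cleavage, rose by 2.76 and the membrane metalloproteinase *mmp14a* by 2.49 on the log2 scale. The matrix list held more higher genes than chance gives (adjusted p = 3.7e-20 from the one-sided hypergeometric test), all 20 passed when adjusted over the list alone, although every member tested had already passed the authors' test on these libraries, and 14 passed when adjusted over all 23016 genes (adjusted p = 0.517 with an estimated correlation in camera). The members *col5a1*, *lum*, *fbln2*, *dcn* and *fn1a* are also genes the paper reports from these libraries, so they add no independent evidence. With RLE scaling over the listed genes 2 of the 20 (*mmp2* and *timp2a*) change sign and 1 passes. Of the 8 fibroblast genes of Fig. 5d, 5 were analysed here and all 5 were higher, also when adjusted over the list alone. When adjusted over all 23016 genes 3 passed, without *fbln2* and *pdgfra*. None passed with RLE scaling over the listed genes, which by construction centres this list near no change. The higher calls add no independent evidence since the paper reports these genes from the same libraries (adjusted p = 0.517 with an estimated correlation in camera). *cd34*, *col1a1a* and *col1a2* are not among the genes with a Q value under 0.05 in the authors' comparison and so were not analysed here. The paper's reported log2 fold changes for them are 1.39, 1.29 and 1.01.

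**Figure D3:**
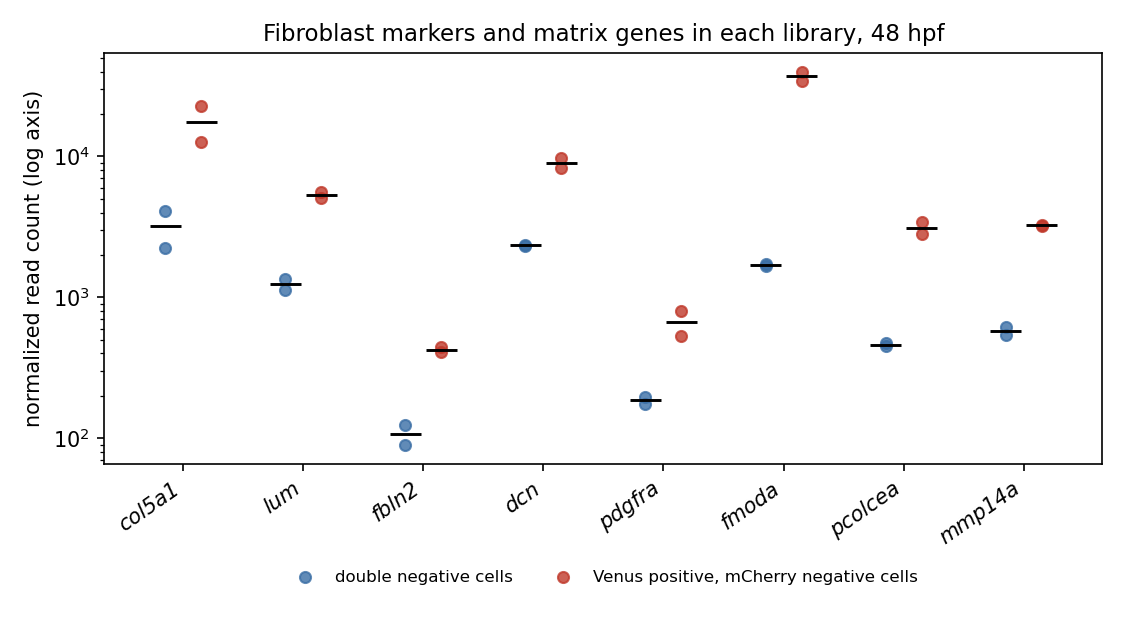
Normalized read counts (log axis) of 5 fibroblast markers and 3 matrix genes in each of the 4 libraries, with double negative cells in blue, Venus positive, mCherry negative cells in red and group means as black bars. Both red points of each gene lie above its blue points, with the widest gap for *fmoda*.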

We found a strong enrichment of *col1a5*, *lum*, *fbln2*, *dcn*, *pdgfra*, *cd34*, *col1a1* and *col1a2*, all hallmark fibroblast genes (Fig. 5d). To validate their fibroblast identity, we injected a *col1a2:*GAL4-VP16 plasmid into 1-cell stage *Tg*^*BAC*^*(apln:Venus-PEST)*; *Tg(UAS:GFP)* embryos (Fig. 5e). At 48 hpf, we observed *apln*:Venus-PEST, *col1a2*:GAL4-VP16 double positive cells within the meninges, confirming their fibroblast identity (Fig. 5e). Collectively, our findings indicate that mesoderm-derived meningeal fibroblast progenitors are the source of the Apelin ligand.

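*apln* (NCBI gene 798375), whose reporter defined the sort, had 11006 and 8899 normalized read counts in the 2 libraries of Venus positive, mCherry negative cells and 651 and 802 in the 2 libraries of double negative cells. The group means were 9953 ± 1489.7 and 726 ± 107 (SD, n = 2), a 13.7-fold difference and a log2 fold change of 3.78 (standard error 0.48), with an adjusted p of 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (4.7e-04 when adjusted over all 23016 genes). The double negative cells held *apln* reads as well. Of the Apelin pathway genes listed before the data were examined, the receptor genes *aplnra* and *aplnrb* and the second ligand *apela* were not analysed here. Markers of other cell types of the head moved with the sort. Matched by symbol or NCBI gene ID, of 20 erythrocyte genes 18 were lower in the Venus positive cells and none was higher, and of 36 genes of epidermis and other epithelia 13 were lower and 2, *krt94* and *krt18* (log2 fold changes 2.61 and 1.52), were higher, with the other 2 and 21 not analysed here (adjusted p = 1.3e-31 and 2.4e-15 for more lower genes than chance gives, one-sided hypergeometric test, and adjusted p = 0.481 for both with an estimated correlation in camera), and 18 and 11 of the lower genes and *krt94* passed when adjusted over all 23016 genes. With RLE scaling over the listed genes the lower genes keep their calls, *krt94* and *krt18* lose theirs and the sign of *krt18* turns, and without double negative replicate 1 its adjusted p was 0.0572 from edgeR. None of the 31 endothelial, 37 neuronal and 33 neural progenitor genes of the lists is among the genes analysed here. The authors' list is complete at a Q value under 0.05, so none of them was called higher or lower there. The erythrocyte and epithelial genes differ from them in this. A missing call does not show equal levels. The paper reads its findings as pointing to fibroblast progenitors of the meninges with a mesodermal origin as the source of Apelin. It draws on the meningeal precursor, mesenchymal and fibroblast markers of these cells and on public single-cell data. It also draws on the *tbxta* and *col1a2* reporters and on the absence of overlap with a *sox10* reporter.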

### Meningeal fibroblast progenitors are already pre-programmed for a leptomeningeal fate

To determine whether *apln*:Venus-PEST expressing fibroblasts are already specified into a distinct meningeal layer, we analyzed their transcriptional profiles. In fish, the meninges were for a longer period of time not well-characterized^53^. Only recently, Galanternik et al. characterized the anatomical and molecular features of the adult zebrafish meninges which share high similarity to mammalian meninges^54^. Whereas in mice, it has already been shown that meningeal fibroblasts exhibit layer-specific transcriptional profiles, some of which are conserved in human fetal meninges^51,55^. To explore potential layer-specific transcriptional profiles, we compared our RNA-seq dataset with the publicly available scRNA-seq datasets from E14 mouse meningeal fibroblasts^51^. 

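In the Venus positive, mCherry negative cells, the dural genes *fxyd5* and *mgp* stand at 0 in both libraries of the paper's Source Data. A count of 0 allows up to 3 reads per library, which is 3.77 and 2.60 normalized read counts at the size factors of these libraries. *alpl*, which encodes tissue-nonspecific alkaline phosphatase, has paper values that come to 91 and 184 reads. For scale, the 485 genes that were higher in the Venus positive cells had median counts of 765 and 870 reads in the same libraries. These genes were selected for being high there, and read counts are not corrected for gene length. The comparison therefore does not show how weakly *alpl* is expressed. None of the 3 dural genes was analysed here against double negative cells, and the limits cover counting error only.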

Our analysis revealed weak or absent expression of the dural fibroblast markers *fxyd5*, *mgp* and *alpl* (Supplement Fig. 7d). In contrast, we observed an enrichment of pial and arachnoid (collectively referred to as leptomeningeal) markers, such as *lama2* (pial marker) and *crabp2a* and *aldh1a2* (arachnoid markers) (Supplement Fig. 7d). 

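The pial marker *lama2* (NCBI gene 100049705), a laminin chain of basement membranes, rose from 56.0 ± 17.6 normalized read counts in double negative cells to 1518 ± 895 in Venus positive, mCherry negative cells (SD, n = 2), a 27.1-fold difference. Its log2 fold change was 4.76 (standard error 0.61) with an adjusted p of 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was among the 10 largest increases of genes with a mean of at least 100 normalized read counts in Venus positive cells (automatic identifiers left out). The 2 Venus positive libraries differed in its level, with 2151 and 885 normalized read counts, both far above the 43.5 and 68.5 of the double negative libraries. Of 22 basement membrane genes listed before the data were examined, 9 were analysed here by symbol and 1 by NCBI gene ID (*nid2a*, in the table as *wu:fb77a09*), and all 10 were higher in the Venus positive cells. Besides *lama2*, the laminin chain *lamc3* rose by 4.00 and *lamb1b* by 2.69 on the log2 scale, the collagen IV chain *col4a1* by 2.27, the perlecan gene *hspg2* by 1.65 and the nidogen gene *nid2a* by 1.57. The list held more higher genes than chance gives (adjusted p = 1.3e-10 from the one-sided hypergeometric test), all 10 passed when adjusted over the list alone, although every member tested had already passed the authors' test on these libraries, and 3 when adjusted over all 23016 genes (adjusted p = 0.53 with an estimated correlation in camera). The member *lama2* is also a gene the paper reports from these libraries, so it adds no independent evidence. With RLE scaling over the listed genes, 5 of the 10 (*lamb1a*, *hspg2*, *nid2a*, *col4a5* and *col4a6*) change sign and 2 pass. Refitted, the log2 fold change was 3.98 for *lama2*, 3.38 for *lamc3*, 1.88 for *lamb1b* and 1.41 for *col4a1* without Venus positive library 3. Calls were lost, with adjusted p-values from edgeR of 0.0536 for *lamb1a*, 0.0639 for *nid2a*, 0.0693 for *col4a5* and 0.0984 for *col4a6* without double negative replicate 1 and 0.064 for *hspg2*, 0.0609 for *nid2a*, 0.0611 for *col4a1* and 0.0724 for *col4a6* without Venus positive library 3. The arachnoid markers *crabp2a* and *aldh1a2* are not among the genes with a Q value under 0.05 in the authors' comparison and so were not analysed here. The paper's reported log2 fold changes are 1.13 and 0.32, and its values in the Venus positive libraries come to 1922 and 3748 reads for *crabp2a* and 428 and 1032 for *aldh1a2*.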

Other pial (*lama1*, *ngfra* and *ngrfb*) or arachnoid (*ogn*, *wnt6*, *tagln* and *ptgdsa*) fibroblast markers were only weakly or absent expressed (Supplement Fig. 7d). 

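The pial marker *lama2* had 1711 and 1020 reads in the 2 Venus positive libraries. At the size factors of these libraries, the paper's values for the pial gene *lama1* come to 173 and 106 reads, those for *ngfra* to 65 and 90 and those for *ngfrb* to 7 and 7. Of the arachnoid genes, *tagln* comes to 41 and 28 reads. The paper's values for *ogn* come to 11 and 99 reads, so the level of this gene rests mostly on 1 library. *wnt6a* and *wnt6b* have 0 reads in 1 library and 4 and 27 in the other, and *ptgdsa* has 0 in both. Apart from *lama2*, none of these genes was analysed here against double negative cells.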

Interestingly, E14 mouse meningeal fibroblasts contain a subset of cells that exhibits leptomeningeal identity^51^. These cells exhibit high expression of *lama2*, *crabp2a*, *aldh1a2* and *enpp2*^51^, a transcriptional profile that closely aligns with our zebrafish dataset (Supplement Fig. 7e). These findings suggest that the *apln*:Venus-PEST expressing meningeal fibroblast progenitors are undifferentiated but pre-programmed for a leptomeningeal fate. 

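Of these 4 genes, *lama2* and *enpp2* were analysed here and both were higher in the Venus positive, mCherry negative cells. *crabp2a* and *aldh1a2* did not have a Q value under 0.05 in the authors' comparison. *enpp2* (NCBI gene 100332039) encodes autotaxin, the secreted enzyme that makes lysophosphatidic acid. It had 730 ± 99.9 normalized read counts in these cells and 66.8 ± 72.8 in double negative cells (SD, n = 2), where the 2 libraries gave 118 and 15.3. Its log2 fold change was 3.44 (standard error 0.76) with an adjusted p of 7.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was 5.56 for *enpp2* without double negative replicate 1 and 2.62 for *enpp2* without double negative replicate 2. Both genes passed when adjusted over the list alone and over all 23016 genes, although every member tested had already passed the authors' test on these libraries, and with RLE scaling over the listed genes *enpp2* did not (log2 fold change 1.46, adjusted p = 0.127 from edgeR). Of 21 genes of the retinoic acid pathway, to which *aldh1a2* and *crabp2a* belong, 2 were analysed here and were higher, the degrading enzyme *cyp26c1* by 1.69 and the receptor *rxraa* by 1.91 on the log2 scale. The sign of *cyp26c1* turns with RLE scaling over the listed genes, and the list did not hold more higher genes than chance gives (adjusted p = 0.327 from the one-sided hypergeometric test). Neither *cyp26c1* nor *rxraa* passed when adjusted over all 23016 genes or with RLE scaling, and without double negative replicate 2 the adjusted p of *rxraa* was 0.0754 from edgeR.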

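Of 20 mural cell genes, *myl9a*, a myosin light chain, was the 1 analysed here, with 220.3 ± 60.0 normalized read counts in the Venus positive, mCherry negative cells against 49.9 ± 8.97 in double negative cells (SD, n = 2). Its log2 fold change of 2.14 (standard error 0.74) had an adjusted p of 0.0103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which became 0.0989 and 0.0646 without double negative replicate 1 and 2 and 0.314 when adjusted over all 23016 genes. Of 34 cartilage and bone genes, the fibrillar collagens *col11a1b* and *col2a1b* were higher by 2.31 and 1.49 on the log2 scale. Without double negative replicate 1 the adjusted p of *col2a1b* was 0.101 from edgeR, it did not pass when adjusted over all 23016 genes, and its sign turns with RLE scaling over the listed genes, with which *myl9a* and *col11a1b* do not pass either. Of 40 genes of cell division, none is among the genes analysed here. Neither list with members analysed held more higher genes than chance gives (adjusted p = 0.925 for mural cells and 0.513 for cartilage and bone, one-sided hypergeometric test). The paper reasons from the levels of dural, pial and arachnoid markers, and from the match with a subset of mouse fibroblasts, and proposes that these progenitors have not differentiated but are set on a leptomeningeal fate.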

To experimentally verify whether these progenitors adopt a leptomeningeal identity, we performed lineage tracing using *transgelin* (*tagln*) as arachnoid fibroblast marker (Supplement Fig. 7f)^51^. We analyzed *Tg*^*BAC*^*(apln:Venus-PEST)*; *Tg*^*BAC*^*(tagln:EGFP)* larvae by confocal imaging. Since *apln*:Venus-PEST expression diminishes over time, we examined the larvae at 96 hpf, the earliest stage of *tagln*:EGFP expression and the latest stage of detectable *apln*:Venus-PEST expression (Fig. 5f). We observed co-expression of *tagln*:EGFP with *apln*:Venus-PEST within the meninges (Fig. 5f), indicating that a subset of the *apln*:Venus-PEST expressing meningeal fibroblast progenitors differentiate into arachnoid fibroblasts.

Notably, we also observed *apln*:Venus-PEST expressing perivascular cells at 72 and 96 hpf (Fig. 4c, d; Supplement Fig. 5c, d, Fig. 5f), which were absent in earlier stages (Fig. 4a, b; Supplement Fig. 5a, b). Time-lapse imaging revealed that these cells originated from *apln*:Venus-PEST expressing cells located near the vasculature (Supplement Fig. 8a, Supplement movie 3). To investigate whether these *apln*:Venus-PEST expressing cells acquire a pericyte or perivascular fibroblast identity, we performed time-lapse imaging of *Tg*^*BAC*^*(apln:Venus-PEST)*, *Tg*^*BAC*^*(pdgfrb:EGFP)* larvae from 85 to 105 hpf (Supplement Fig. 8b, Supplement movie 4). Consistent with our previous observation, we detected *apln*:Venus-PEST expressing perivascular cells that gradually downregulate *apln*:Venus-PEST expression, while simultaneously upregulate *pdgfrb*:EGFP (Supplement Fig. 8b), suggesting that some *apln*:Venus-PEST cells differentiate into either pericytes or perivascular fibroblasts.

In conclusion, our data show that the *apln* expressing meningeal fibroblast progenitors are pre-programmed for a leptomeningeal fate. In addition, once the vascular network is established, a small subset of these *apln* expressing cells give rise to a perivascular population, which likely stabilizes the meningeal vasculature.

### Bmp signaling negatively regulates *apln* expression in the meninges

Bone morphogenetic proteins (Bmp) belong to the transforming growth factor beta (TGF-β) superfamily and play pivotal roles in various developmental processes, including bone, cardiovascular and CNS development^56–58^. Within the CNS, BMP signaling in the meninges has been shown to regulate neural development and corticogenesis^59–62^. 

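Among the genes of Bmp signaling, the ligand genes *bmp2b*, *bmp3*, *bmp4* and *bmp7b* were analysed here and all 4 were higher in the Venus positive, mCherry negative cells. *bmp3* (NCBI gene 777717) had 3892 ± 463 normalized read counts against 353 ± 11.8 in double negative cells, a log2 fold change of 3.46 (standard error 0.47). *bmp7b* rose from 89.4 ± 7.98 to 718 ± 22.7 and *bmp2b* from 124 ± 21.6 to 782 ± 116 (SD, n = 2 libraries each), log2 fold changes of 3.00 (standard error 0.57) and 2.66 (standard error 0.54). Adjusted p-values for the 3 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 2.4e-05, 2.9e-04 and 4.6e-04. The receptor genes of Supplement Fig. 7g were not analysed here. With the size factors of the Venus positive libraries, the paper's values come to 693 and 921 reads for *acvr1l*, 749 and 798 for *bmpr1aa*, 340 and 720 for *bmpr1ab* and 337 and 892 for *bmpr1ba*. These are levels in Venus positive cells, with no comparison to double negative cells. The 4 ligand genes also passed when adjusted over the list alone and over all 23016 genes, which adds no independent evidence since the paper reports these genes from the same libraries (adjusted p = 0.517 with an estimated correlation in camera). With RLE scaling over the listed genes 2 of them pass.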

Transcriptomic analysis of our meningeal fibroblast progenitor population revealed the expression of several Bmp receptor and ligands, respectively (Supplement Fig. 7g). Notably, BMP4, which has been shown to negatively regulate *APLN* expression in ECs in vitro^63^, was also highly enriched in our meningeal fibroblast dataset. 

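*bmp4* (NCBI gene 30612) had 5172 and 3102 normalized read counts in the 2 libraries of Venus positive, mCherry negative cells and 422 and 545 in the 2 libraries of double negative cells. This is an 8.55-fold difference of the means and a log2 fold change of 3.10 (standard error 0.49), with an adjusted p of 7.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Some genes that Bmp signaling is known to induce were higher as well. The homeobox genes *msx1b* and *msx2b* rose by 2.60 and 3.31 on the log2 scale, and *bambib*, a decoy receptor, by 1.85. Without double negative replicate 1, *bambib* did not pass (log2 fold change 1.46, adjusted p = 0.0774 from edgeR). These are the 3 of 11 Bmp target genes analysed here. The *id* and inhibitory *smad* genes of that list are not among the genes with a Q value under 0.05 in the authors' comparison. No change was thus called for them. The list held more higher genes than chance gives (adjusted p = 0.00866 from the one-sided hypergeometric test, adjusted p = 0.517 with an estimated correlation in camera), and 2 of the 3, without *bambib*, passed when adjusted over all 23016 genes and 1 with RLE scaling over the listed genes. Of a wider list of 53 Bmp pathway genes, 13 were analysed here and all 13 were higher, also when adjusted over the list alone, although every member tested had already passed the authors' test on these libraries. Among them, *bmp2b*, *bmp3*, *bmp4* and *bmp7b* are reported by the paper from these libraries. *msx1b*, *msx2b* and *bambib* are the target genes above, so these members repeat earlier results. Besides ligands and targets the 13 include the signal transducer *smad9* (2.28 on the log2 scale), the antagonist *grem2b* (1.91) and the follistatin-like gene *fstl1a* (2.36). Of the 13, 9 passed over all 23016 genes, and the enrichment had an adjusted p of 8.6e-10 from the one-sided hypergeometric test (adjusted p = 0.517 with an estimated correlation in camera). With RLE scaling over the listed genes 1 (*fstl1b*) changes sign and 3 pass, and without double negative replicate 1 the adjusted p of that gene was 0.0694 from edgeR. Refitted, the log2 fold change was 3.94 for *msx2b* and 2.93 for *smad9* without double negative replicate 2 and 1.60 for *fstl1a* without Venus positive library 3.

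**Figure D4:**
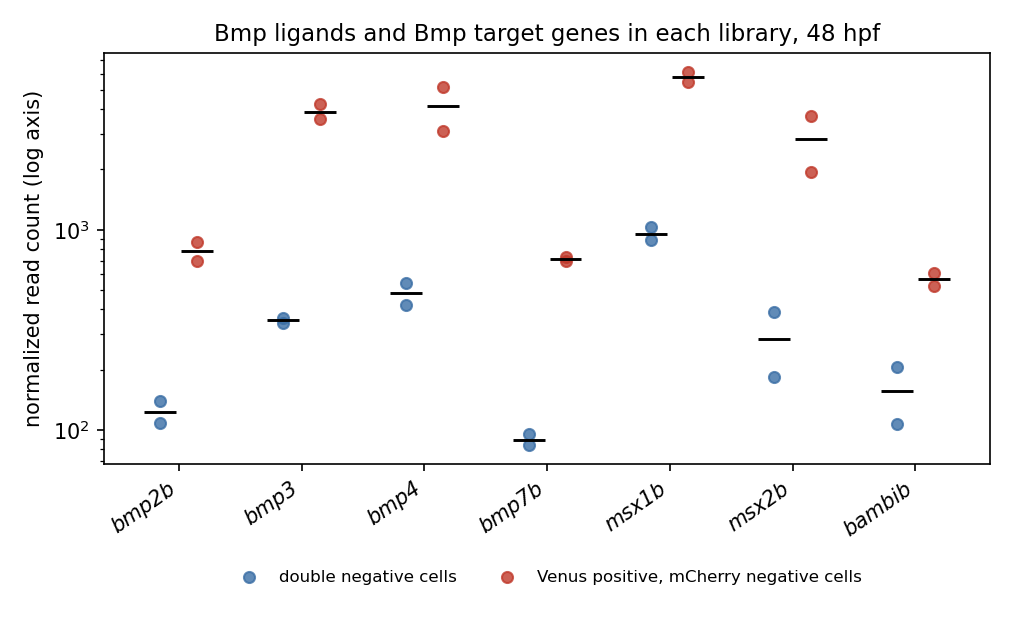
Normalized read counts (log axis) of 4 Bmp ligand genes and 3 Bmp target genes in each of the 4 libraries, with double negative cells in blue, Venus positive, mCherry negative cells in red and group means as black bars. The red points of each gene lie above its blue points.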

To test whether Bmp signaling regulates *apln* expression in meningeal fibroblasts, we used DMH1, a selective inhibitor of ALK2 (in zebrafish Acvr1l) and ALK3 (in zebrafish Bmpr1aa/ab) receptors^64^, which are expressed by the meningeal fibroblasts (Supplement Fig. 7g). We treated *Tg*^*BAC*^*(apln:Venus-PEST)* embryos from 24 to 54 hpf with either the vehicle control DMSO or 10 µM DMH1 and analyzed the larvae at 54 hpf. We imaged the dorsal brain region and quantified the *apln*:Venus-PEST area in the hindbrain (Fig. 5g, h). Additionally, we dissected the larval heads and quantified *apln* mRNA expression levels via quantitative RT-PCR (Fig. 5i). Inhibition of Bmp signaling resulted in a significant expansion of the *apln:*Venus-PEST area in the hindbrain (Fig. 5h) and in a two-fold increase in *apln* mRNA expression levels compared to DMSO treated controls (Fig. 5i). Together, these results indicate that Bmp signaling functions as a negative regulator of *apln* expression in meningeal fibroblast progenitors. However, we did not analyse vascular development in DMH1-treated larvae, as Bmp signaling is also a direct regulator of angiogenesis^58,65,66^, making it difficult to attribute any possible vascular abnormalities specifically to changes in *apln* expression.

### Apelin receptor and Vegfr3/Flt4 signaling genetically interact to promote mCP vascularization

To date, only Vegf signaling has been shown to promote CP vascularization^6,24,25^. Therefore, we investigated whether Apelin and Vegf signaling genetically promote CP fenestrated capillary formation (Supplementary Fig. 9). To test this hypothesis, we analysed mCP blood vessel formation in double heterozygous larvae for either *aplnrb* and *kdrl* (Vegfr2) or *aplnrb* and *flt4* (Vegfr3) at 72 hpf (Supplementary Fig. 9a, f). Double heterozygous larvae for *aplnrb* and *kdrl* developed fenestrated blood vessels in the mCP (Supplementary Fig. 9a–e). In contrast, double heterozygous larvae for *aplnrb* and *flt4* exhibited defects in the formation of the fenestrated capillaries (Supplementary Fig. 9f–j), indicating for a genetic interaction of Aplnrb and Flt4 signaling pathways. To test, whether Vegf signaling functions upstream of Aplnrb, we quantified the expression of *Tg*^*BAC*^*(aplnrb:Venus-PEST)* in sprouting fenestrated blood vessels in *kdrl* and *flt4* mutant larvae at 54 hpf (Supplementary Fig. 9k–n). However, we could not observe differences in *aplnrb:Venus-PEST* expression in neither *kdrl* nor *flt4* mutant larvae compared to their siblings (Supplementary Fig. 9l, n). These data indicate that Apelin signaling functions independent of Kdrl signaling, but promotes fenestrated capillary sprouting in the mCP synergistically together with Flt4 signaling.

### Apelin signaling is not required for functional CP formation in zebrafish larvae

Given that Apelin signaling regulates fenestrated vessel development in the CP, we next examined whether it is also required for CP formation and function in *apln* mutant larvae. In zebrafish, the CP neuroepithelial cells express *claudin5a* (*cldn5a*), a key component of the blood-CSF-barrier^3^. To investigate the structural integrity of the CP, we analyzed the CP morphology by *cldn5a*:EGFP expression in *apln* mutant larvae at 72 and 120 hpf (Supplement Fig. 10a, b). Despite the absence of fenestrated blood vessels in the mCP in *apln* mutant larvae, the mCP is formed normally compared to control siblings (Supplement Fig. 10a). Similarly, the dCP also formed normally (Supplement Fig. 10b), indicating that Apelin signaling is not required for CP morphogenesis.

To assess whether CP functionality is affected by the loss of Apelin signaling, we assessed CSF flow dynamics within the hindbrain ventricle where it is circulated by ependymal cells bearing motile cilia^31^. Disruptions in CP function often lead to impaired CSF flow, which can be visualized using fluorescently labeled tracer particles. To examine CSF circulation, we injected fluorescently-conjugated 1,75 µm microspheres into the hindbrain ventricle at 54 hpf and recorded CSF flow at 72 hpf in siblings and *apln* mutant larvae (Supplement movies 5–6). Microsphere movements within the hindbrain ventricle were observed in both, siblings and *apln* mutant larvae, indicating that CSF flow and CP function remain intact despite the absence of the fenestrated vasculature.

### Local Apelin ligand hotspots across the brain guide fenestrated blood vessels towards the mCP

Our analysis of *apln* expression dynamics revealed a progressive pattern of ligand*-*expressing cells from 48 hpf at the initial sprouting sites of the fenestrated blood vessels to 54 hpf at the mCP (Fig. 4a, b). This spatiotemporal shift suggests that Apelin acts as a paracrine signaling mechanism, wherein meningeal fibroblasts guide the ECs towards the mCP. We hypothesized that the meningeal fibroblasts generate a localized Apelin ligand gradient across the brain, providing a specific instructive cue for fenestrated vessel development. To test whether a spatially regulated Apelin gradient is required for fenestrated vessel formation, we overexpressed Apelin globally in both wildtype and *apln* mutant larvae using the *Tg(hsp70l:apln)* transgenic line. We induced *apln* overexpression at 46 hpf and 52 hpf (Fig. 6a) and analyzed the formation of the mCP vasculature at 72 hpf (Fig. 6b). In wildtype and heterozygous *apln* mutant larvae, global *apln* overexpression disrupted mCP vascularization compared to non-overexpression controls (Fig. 6c, d). In homozygous *apln* mutant larvae *apln* overexpression partially rescued the formation of the fenestrated capillaries (Fig. 6c, d). BBB vessels remained unaffected in both control and *apln* mutant larvae (Fig. 6b, e, f), indicating that Apelin signaling specifically affects fenestrated vessels. These results provide functional evidence supporting our hypothesis of an Apelin ligand gradient across the brain which is required for guiding fenestrated blood vessels in the mCP.

**Fig. 6:**
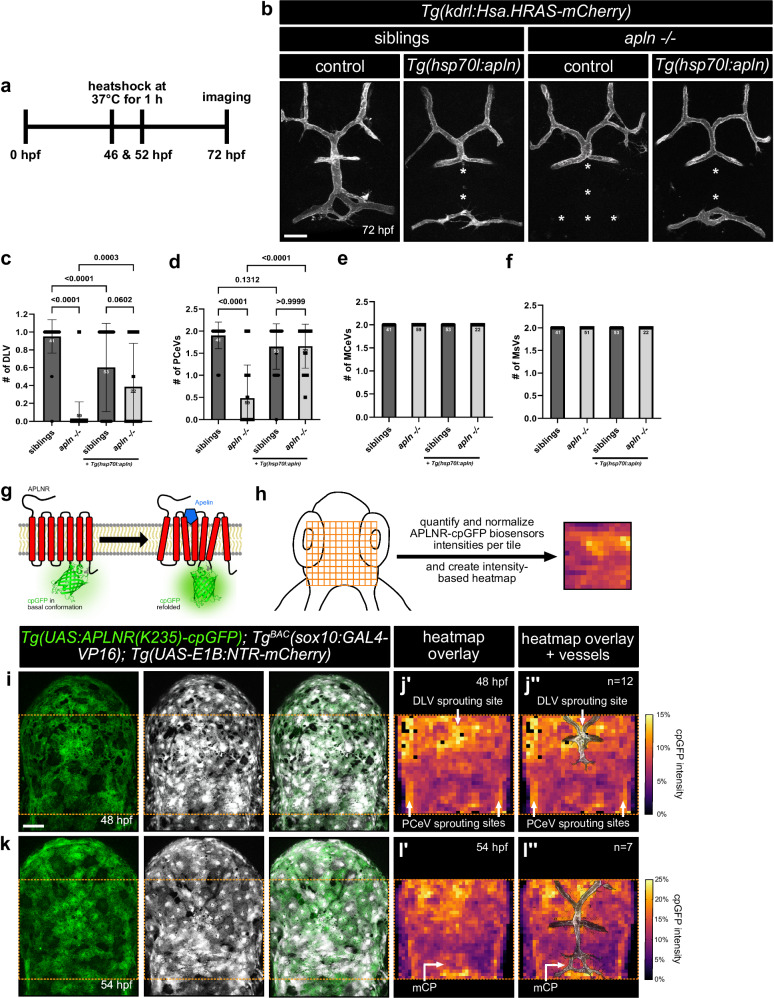
Local Apelin ligand hotspots across the brain guide fenestrated vessel towards the mCP. **a** Schematic illustration of the experimental design. **b** Confocal projection images of the mCP vasculature of *Tg(kdrl:Hsa.HRAS-mCherry), Tg(hsp70l:apln)* siblings and *apln* mutant larvae at 72 hpf. Siblings with *hsp70l:apln* overexpression trend to exhibit impaired sprouting of the fenestrated vessels compared to control siblings. In contrast, *apln* mutant larvae with *hsp70l:apln* overexpression exhibit a partial rescue of PCeV sprouting. Quantification of DLV (**c**), PCeV (**d**), MCeV (**e**) and MsV (**f**) formation in siblings and *apln* mutant larvae with and without *hsp70l:apln* overexpression at 72 hpf (*n* = 41 for control siblings; *n* = 53 for siblings with *hsp70l:apln*; *n* = 59 for *apln* mutant larvae; *n* = 22 for *apln* mutant larvae with *hsp70l:apln*). **g** Schematic illustration of the APLNR-cpGFP biosensor design. **h** Schematic illustration of the experimental design. A grid was applied across the hindbrain region to measure fluorescence intensities of the transgenic APLNR-cpGFP biosensor and mCherry in each individual tile. Mean normalized cpGFP intensities are plotted as heatmap. Confocal projection images of the brain of *Tg(UAS:APLNR(K235)-cpGFP); Tg*^*BAC*^*(sox10:GAL4-VP16); Tg(UAS-E1B:NTR-mCherry)* larvae at 48 (**i**) and 54 (**k**) hpf. **j**, **l** Mean normalized APLNR(K235)-cpGFP biosensor intensities of each individual tile, plotted as heatmap (**j’**, **l’**) and with a vascular overlay (**j”**, **l”**). *n* = 12 (**i**, **j**) and *n* = 7 (**k**, **l**). Statistical analysis was performed by using ordinary One-way ANOVA with Dunnett’s correction (**c**,** d**). Data are presented as mean ± standard deviation. Scale bars: 50 µm. hpf – hours post fertilization, DLV dorsal longitudinal vein, PCeV posterior cerebral vein, MCeV midcerebral vein, MsV mesencephalic cerebral vein. Source data are provided as a Source Data file.

To directly visualize the distribution of an Apelin ligand gradient across the brain, we employed our previously developed genetically encoded APLNR(K235)-cpGFP biosensor^67^. This biosensor enables real-time visualization of active Apelin signaling by integrating a conformation-sensitive cpGFP fluorophore into the Aplnr. Unlike traditional transgenic reporters that reflect promoter-driven gene expression, this biosensor directly measures receptor activation, providing a more precise and dynamic readout of Apelin ligand distribution (Fig. 6g). We previously demonstrated the high specificity, potency and sensitivity of the biosensor allowing the detection of an Apelin protein gradient across a tissue in vivo^67^. For targeted expression of the APLNR(K235)-cpGFP biosensor in the meninges, we used the *Tg*^*BAC*^*(sox10:GAL4-VP16)* driver line, which is expressed by neural-crest derived meningeal fibroblasts. We imaged *Tg*^*BAC*^*(sox10:GAL4-VP16); Tg(UAS:APLNR(K235)-cpGFP); Tg(UAS-E1B:NTR-mCherry)* larvae at 48 and 54 hpf, respectively (Fig. 6i, k). To quantify APLNR biosensor activity, we generated a grid overlay on the hindbrain meningeal region and measured APLNR-cpGFP and mCherry fluorescence intensities within each individual tile (Fig. 6h). The data was then plotted as a heatmap, allowing a spatial visualization of Apelin ligand distribution (Fig. 6h). Consistent with our *apln*:Venus-PEST expression analysis, we observed high APLNR-cpGFP biosensor activity at the initial sprouting sites of the fenestrated blood vessels at 48 hpf (Fig. 6j’, j”). By 54 hpf, high APLNR-cpGFP biosensor activity was observed in the mCP region (Fig. 6l’, l”), where the fenestrated vessel sprouts eventually anastomose. Collectively, our data reveal that meningeal fibroblast progenitors establish localized Apelin ligand hotspots across the brain. These ligand hotspots coincide in space and time with the sprouting of the fenestrated blood vessels, thereby guiding CP vascularization (Fig. 7).

**Fig. 7:**
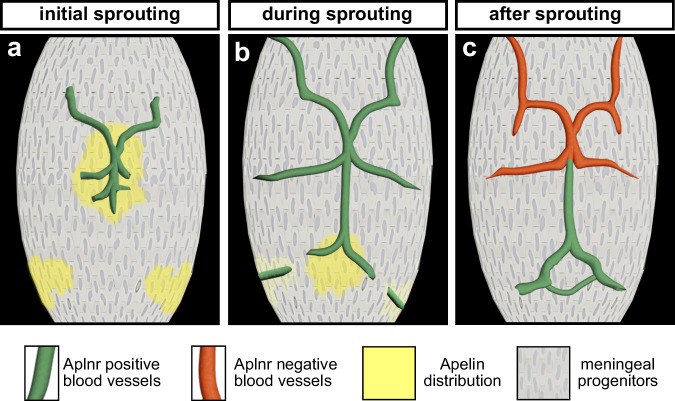
Model of meningeal-derived Apelin distribution required for fenestrated vessel development in the mCP. **a** During sprouting of the mCP blood vessels, meningeal progenitors establish localized Apelin ligand hotspots at the initial sprouting sites of the fenestrated blood vessels. **b** This Apelin distribution shifts from the initial sprouting sites towards the anastomosis site of these vessels at the location of the mCP. **c** Once a functional circulatory fenestrated mCP vasculature is established, Apelin is no longer required and downregulated in meningeal progenitor cells. In contrast, *aplnr* expression becomes restricted and persistently expressed by fenestrated blood vessels. mCP myelencephalic choroid plexus.

## Discussion

Angiogenesis and organogenesis are tightly coupled, leading to vascular programs adapted to the specific organotypic requirements^1^. In the CNS, Wnt/β-catenin signaling plays a pivotal role by regulating endothelial sprouting and inducing barriergenesis, leading to the formation of the BBB^10–14^. While the BBB is essential for maintaining CNS homeostasis, certain brain regions require increased vascular permeability, which is facilitated through fenestrated blood vessels. These vessels are well-documented in endocrine glands, the CVOs and the CP, where they enable the exchange of molecules critical for brain function. Despite the long-standing recognition of fenestrated blood vessels in the CP^68,69^, the molecular pathways that determine why some CNS blood vessels acquire BBB properties while others develop fenestrations remain unclear. VEGFA, a well-established regulator of vascular development, is the most potent inducer of endothelial fenestrations^26,27^ and is expressed by the CP neuroepithelium^70–72^. However, while VEGFA has been implicated in promoting fenestrae formation, its role alone does not fully explain how specific vascular beds within the brain develop distinct permeability properties. The precise molecular cues that instruct endothelial cells to form fenestrated instead of BBB blood vessels remain unresolved. Here, we show Apelin signaling as a previously unrecognized meningeal-vascular signaling axis that selectively promotes fenestrated blood vessel formation in the CP, while being dispensable for adjacent BBB blood vessels. Our findings suggest, that meningeal fibroblasts generate localized Apelin ligand hotspots across the brain which spatially and temporally coincide with fenestrated vessel sprouting sites.

Each EC subtype develops distinct genetic profiles that define their functional characteristics. BBB ECs are characterized by GLUT1 expression^11,12,73–76^, fenestrated ECs exhibit elevated PLVAP levels^5,8,18,43,44^. PLVAP is initially expressed in all immature ECs^8,18^ but its expression is later downregulated in BBB vessels through Wnt signaling^7,10,16–18^. Remarkably, *aplnrb* mirrors *plvapb* mRNA expression, suggesting it may function as a second marker for fenestrated ECs. Like PLVAP, *aplnrb* is initially expressed by all immature cerebral ECs but later becomes restricted to fenestrated vessels while being downregulated in BBB vessels. These expression data indicate, that the Aplnr might be involved in maintaining fenestrated endothelium fate, thereby ensuring CNS homeostasis and function in a region-specific manner. However, how *aplnrb* expression is modulated in different cerebrovascular beds and its specific role in mature fenestrated vessels requires further research.

Our work suggests, that the Apelin ligand originates from undifferentiated pre-programmed leptomeningeal fibroblast progenitors, which direct the development of fenestrated vessels in the CP. Meningeal fibroblasts have been shown to secrete angiogenic factors including Vegfs (Vegfab, Vegfd)^6^ and retinoic acid (RA)^77,78^. Interestingly, meningeal fibroblast-derived Vegfs regulate the formation of fenestrated vessels in the CP^6,24^, whereas RA signaling promotes BBB angiogenesis in the neocortex by modulating WNT and VEGFA expression^77^. Consistently, our results show that meningeal fibroblasts direct fenestrated but not BBB vessel development via Apelin signaling, positioning these cells as a critical regulator of cerebrovascular specification. The signaling that determines vascular fates appears to be lineage-dependent, as mesoderm-derived meningeal fibroblasts secrete Vegfs^6^ and Apelin to promote fenestrated vessel formation, whereas neural crest-derived meningeal fibroblasts regulate BBB vessel development through RA^77^. Notably, Apelin ligand bioavailability from the meninges is tightly regulated throughout the brain. Utilizing an APLNR conformational biosensor, we mapped spatiotemporal localized Apelin hotspots coinciding with the development of the fenestrated vessels. This approach is analogous to previous studies that utilized genetically encoded optical biosensors to map dopamine activity across the murine brain^79^. Our results indicate that Bmp signaling regulates *apln* expression in mesodermal-derived meningeal fibroblasts. These results are in line with previous findings, that BMP4 negatively regulates *APLN* expression in ECs^63^. However, further research is needed to elucidate the precise mechanisms how distinct fibroblast lineages influence vascular specialization and how Apelin ligand bioavailability is spatiotemporally regulated in mesodermal-derived meningeal fibroblasts.

The formation of the CP vasculature is essential for CSF production and integrity of the blood-CSF barrier^28,30,31^. Our findings position Apelin signaling as a CNS-specific pathway exclusively required for CP vascularization while being dispensable for BBB angiogenesis. Until now, CP vascularization has primarily been attributed to Vegf signaling^6,24^, a key regulator of vascular development that broadly influences angiogenesis across multiple tissues. Recent studies have shown that brain region-specific expression of Vegfc and Vegfd can locally enhance Vegfa activity to promote fenestrated vessel formation in the CP, highlighting a combinatorial mechanism that enables vessel type-specific regulation^6,24^. Therefore, while Vegf signaling is not restricted to fenestrated vessels and instead regulates a broad spectrum of cerebral angiogenesis and BBB permeability^19–23,26,27,80^, Apelin signaling exhibits an EC subtype specific functional role, that meets the organotypic requirements specifically adapted for the CP.

Although, our findings indicate that CP development remains unaffected in Apelin signaling deficient larvae, potential dysfunctions of the CP could be compensated by the small size of the larvae in these early developmental stages. Therefore, it remains unclear whether juveniles or adult zebrafish exhibit CP defects and whether such impairments could increase their susceptibility to neurodegenerative diseases, such as AD or MS^81–83^. Progression of these and other diseases is often linked with vascular damage or regression, which in turn accelerates disease advancement^31,84,85^. Although no mutations in *APLN* or *APLNR* have been directly linked to CP dysfunctions in human patients, the high specificity of Apelin signaling for CP vascularization, combined with the fact that GPCRs are the most successful class of druggable receptors underscores its strong therapeutic potential. Targeting Apelin signaling may provide a means to maintain and restore CP vasculature in pathological conditions, thereby preserving CSF homeostasis and blood-CSF-barrier function. Further studies are necessary to explore whether Apelin modulation can enhance CP blood vessel formation and function in neurodegenerative diseases, potentially offering therapeutic approaches for conditions such as AD and MS.

In summary, our findings identify a meningeal-vascular signaling axis, demonstrating leptomeningeal fibroblast progenitors selectively regulate fenestrated blood vessel sprouting in the CP through Apelin signaling.

## Methods

### Ethical statement

Zebrafish husbandry and maintenance was performed under standard conditions in accordance to institutional (Philipps-University Marburg) as well as national ethical and animal welfare guidelines approved by the ethics commission for animal experiments at the Regierungspräsidium Gießen, Germany, and the Federation of European Laboratory Animal Science Associations (FELASA) guidelines^86^ (Akz.: V54-19 c 20 15 f 0 2 FB Biologie; V54-19 c 20 15 h 02 MR 17/1 Nr. A 1/2020; V54-19 c 20 15 h 01 MR 17/1 Nr. V 8/2022; V54-19 c 20 15 h 01 MR 17/1 Nr. G 102/2019).

### Zebrafish husbandry

Embryo maintenance took place under standard conditions at 28.5 °C in 1x E3 media (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, pH 7.2) and embryos were staged by hours post fertilization (hpf)^87^. The following strains were used in this study as previously described^36,37,41,67,88–96^: *apln*^*mu267*^, *aplnrb*^*mu281*^, *aplnra*^*mu296*^, *flt4*^*hu4602*^*, kdrl*^*hu5088*^*, Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^, *Tg(kdrl:dsRed2)*^*pd27*^*, Tg*^*BAC*^*(aplnrb:Venus-PEST)*^*mr13*^*, Tg*^*BAC*^*(sox10:GAL4-VP16)*^*km6*^*, Tg(UAS-E1B:NTR-mCherry)*^*c264*^*, Tg(fli1a:nEGFP)*^*y7*^, *Tg(hsp70l:apln)*^*mu269*^, *Tg(UAS:APLNR(K235)-cpGFP)*^*mr35*^, *Tg(UAS:GFP)*^*nkuasgfp1a*^*, Tg*^*BAC*^*(tagln:EGFP)*^*ncv25*^, *Tg*^*BAC*^*(pdgfrb:EGFP)*^*ncv22*^, *Tg(fli1a:GAL4FF)*^*ubs4*^, *Tg(UAS:LIFEACT-GFP)*^*mu271*^, *Tg(UAS:apln)*^*mr24*^. The following strains were generated in this study: *Tg(-3.0plvapb:mNeonGreen)*^*mr38*^*, Tg(-3.1cldn5a:EGFP)*^*mr36*^ and *Tg*^*BAC*^*(apln:Venus-PEST)*^*mr16*^.

*apln*^*mu267*^, *aplnra*^*mu296*^, *aplnrb*^*mu281*^ and *Tg(hsp70l:apln)*^*mu269*^ fish were genotyped as previously described^36,37^. Genotyping of *kdrl*^*hu5088*^ was done by PCR with following *Dde*I restriction digest. *flt4*^*hu4602*^ genotyping was done by PCR and high resolution melt (HRM) analysis^97^. The following primers were used for genotyping: *kdrl* se: 5’-TGCCGATTGCAGATTATG-3’; *kdrl* as: 5’-CTCACCATCAATAGTCAAAGC-3’; *flt4* se PCR: 5’-TTCTGTATGTATTTCAGTGTAGTC-3’; *flt4* as PCR: 5’-AAGTATCCTTGCTCTGCTTAAC-3’; *flt4* se HRM: 5’-CCACATTGTTCTCGGACAGG-3’; *flt4* as HRM: 5’-AGATAGATTTGCGAGGGGTGT-3’.

### Generation of transgenic fish lines

For the generation of the transgenic *Tg(-3.1cldn5a:EGFP)*^*mr36*^ and *Tg(-3.0plvapb:mNeonGreen)*^*mr38*^ lines, the *pMiniTol2* entry vector was used. Respective inserts with homology arm overhangs were amplified by PCR using the Takara PrimeStar polymerase (Takara, R045) with subsequent ligation into the entry vector using the ClonExpress Ultra One Step Cloning Kit (Vazyme, C116). The short promoters for *cldn5a* and *plvapb* were amplified from zebrafish genomic DNA. 3.1 kb upstream of the endogenous ATG of *cldn5a* and 3 kb upstream of the endogenous ATG of *plvapb* were amplified for the respective short promoter. For transgenesis, all constructs (each 40 pg/embryo) were intracellularly co-injected with *tol2* mRNA (30 pg/embryo) into 1-cell stage embryos. The following primers were used for cloning: *3.0plvapb* forward: 5’-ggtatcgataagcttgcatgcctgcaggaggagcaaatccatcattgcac-3’; *3.0plvapb* reverse: 5’-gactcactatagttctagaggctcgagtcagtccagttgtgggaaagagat-3’; mNeonGreen forward: 5’-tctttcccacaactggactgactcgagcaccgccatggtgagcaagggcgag-3’; mNeonGreen reverse: 5’-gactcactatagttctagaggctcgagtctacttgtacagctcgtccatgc-3’; *3.1cldn5a* forward: 5’-ggtatcgataagcttgcatgcc-tgcaggctcctcgtgtttgtgtggg-3’; *3.1cldn5a* reverse: 5’-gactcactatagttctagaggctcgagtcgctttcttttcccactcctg-3’; EGFP forward: 5’-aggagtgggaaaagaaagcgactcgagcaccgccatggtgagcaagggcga-3’; EGFP reverse: 5’-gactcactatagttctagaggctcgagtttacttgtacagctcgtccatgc-3’.

In order to generate the *Tg*^*BAC*^*(apln:Venus-PEST)*^*mr16*^ reporter, the same BAC clone was used as for the *Tg*^*BAC*^*(apln:EGFP)*^*bns157*^ reporter^37^. This reporter is a different allele as we have described previously^40^. BAC recombineering was performed as described by Bussmann and Schulte-Merker^98^ with modifications that we inserted a *cryaa:CFP* cassette into the *apln:Venus-PEST* construct and removed the kanamycin cassette with a flippase as described by Helker et al.^99^. The following primers with homology arms were used for the amplification of the Venus-PEST_Kan_cassette: *apln*_HA1_Venus-PEST forward: 5’-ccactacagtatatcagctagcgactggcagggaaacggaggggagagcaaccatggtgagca-agggcgaggag-3’ and *apln*_HA2_kanR_reverse: 5’-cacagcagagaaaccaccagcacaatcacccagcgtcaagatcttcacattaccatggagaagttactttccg-3’.

### Microscopy

Zebrafish larvae were mounted in 1% low melt agarose in glass bottom dishes for imaging. For dorsal imaging, agarose molds were prepared with a 3D-printed stamp for larvae mounting^100^. 1x E3 media and agarose were supplemented with 19.2 mg/L Tricaine (Sigma Aldrich, E10521) for anesthesia. Larvae were treated with 0.1% (w/v) N-phenylthiourea (Sigma Aldrich, P7629) from 24 hpf onwards to prevent pigmentation. Fluorescent confocal images were acquired on a Leica Stellaris 8 confocal microscope equipped with a HC FLUOTAR L VISIR 25x/0.95 WATER objective and an Oko-lab incubator chamber set to 28.5 °C for time-lapse experiments. For the *aplnrb*^*mu281*^ rescue experiment and CSF flow imaging, images were acquired using the Nikon SMZ18 stereo microscope equipped with a SHR Plan Apo 1x WD:60 objective and DS-Qi2 camera. Colocalization channel of transgenic reporters was generated by using the Imaris (v10.1) software.

### FACS sorting and bulk RNA-seq analysis

At 48 hpf, heads of *Tg*^*BAC*^*(apln:Venus-PEST)*^*mr16*^; *Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^ larvae were dissected. After dissection, the heads were washed in Ca^2+^/Mg^2+^-free Hank’s Balanced Salt Solution (HBSS, Gibco, 14175-053) and cell dissociation was performed at 28.5 °C for 30 min with TrypLE Express (Gibco, 12604-013). Cell dissociation was stopped by FBS addition and cells were centrifuged for 3 min at 0.8 *g*. HBSS was removed and the cell pellet was resuspended in ice-cold HBSS supplemented with 5% FBS and filtered through 40 µm filter caps. Afterwards the cells were centrifuged again for 3 min at 1 g, resuspended in HBSS + 5% FBS and submitted to FACS analysis. FACS analysis was performed using a BD Biosciences ARIA III sorter. RNA isolation from the FACS sorted cells was performed using the RNeasy Micro Kit (Qiagen, 74004). Bulk RNA-seq analysis was performed by BGI Genomics using the Smart-seq2 method^101^. Sequencing data filtering was performed by using the SOAPnuke (v1.5.6)^102^ method and includes the removal of reads with adaptors, reads with N content >5% and low-quality reads. Afterwards, fusion genes and differential splicing genes were detected by using Ericscript (0.5.5-5)^103^ and rMATS (v4.1.1)^104^, respectively. Mapping was done with HISAT2 (v2.0.4)^105^ to the zebrafish reference genome GRCz11 and Bowtie2 (2.4.4)^106^ was used to align the processed reads to the gene set. Gene expression levels were calculated by using RSEM (v1.2.28)^107^. Transcriptomes were analyzed and compared using the DESeq2 method^108^.

### Zebrafish DNA and mRNA microinjections

Plasmids encoding *-2.1tbxta:*EGFP or *-2.0col1a2:*GAL4-VP16 (each 40 pg/embryo) were intracellularly co-injected with *tol2* mRNA (30 pg/embryo) into 1-cell stage zebrafish embryos. *aplnrb* mRNA (100 pg/embryo) was injected into the yolk of 1-cell stage zebrafish embryos.

### *apln* overexpression experiments

In order to temporally and ubiquitously overexpress *apln* in *apln* mutant larvae, transgenic *apln*^*wt/mu267*^, *Tg(hsp70l:apln)*^*wt/mu269*^ zebrafish were outcrossed with *apln*^*wt/mu267*^, *Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^. To induce *hsp70l:apln* overexpression, larvae incubated at 37 °C for one hour at 46 and 52 hpf and imaged under a confocal microscope at 72 hpf. In order to temporally and ubiquitously overexpress *apln* in wildtypes to analyze for *plvapb* expression, *Tg(hsp70l:apln)*^*wt/mu269*^*, Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^ zebrafish were crossed with *Tg(plvapb:mNeonGreen)*^*mr38*^. To induce *hsp70l:apln* overexpression, larvae incubated at 37 °C for one hour at 72 and 96 hpf and imaged under a confocal microscope at 120 hpf. In order to vascular-specifically re-express *apln* in *apln* mutant larvae, *apln*^*wt/mu267*^*, Tg(UAS:apln)*^*mr24*^ fish were crossed with *apln*^*wt/mu267*^, *Tg(fli1a:GAL4FF)*^*ubs4*^, *Tg(UAS:LIFEACT-GFP)*^*mu271*^. Larvae negative for *Tg(UAS:apln)*^*mr24*^ were used as a control.

### Quantitative RT-PCR

Larvae were treated from 24 to 54 hpf with either DMSO (vehicle control) or 10 µM DMH1 (1206711-16-1, Calbiochem). At 54 hpf, larval heads were dissected and total RNA was extracted from 20 heads per treatment via phenol-chloroform precipitation. cDNA was reverse-transcribed using the iScript cDNA synthesis kit (Bio-RAD, 1708890). Quantitative RT-PCR for *apln* and the housekeeping gene *ribosomal protein L13* (*rpl13*) was performed using the PowerUP SYBR Green Master Mix (Applied Biosystems, A25777). The following primers were used for qPCR: *apln* se: 5’-gctgtgttcagccagtgct-3’; *apln* as: 5’-ttctgccgcaaaggagtc-3’; *rpl13* se: 5’-aattgtggtggtgaggtg-3’; *rpl13* as: 5’-ggttggtgttcattctcttg-3’

### APLNR-cpGFP intensity measurement

Confocal projection images of *Tg*^*BAC*^*(sox10:GAL4-VP16)*^*km6*^; *Tg(UAS-E1b:NTR-mCherry)*^*c264*^; *Tg(UAS:APLNR(K235)-cpGFP)*^*mr35*^ larvae were converted into 8-bit images using Fiji. A grid was applied across the images, with each square measuring 25 pixel x 25 pixel (≙12.5 µm × 12.5 µm = 156.25 µm^2^). The mean gray values of mCherry and cpGFP were measured in each individual grid square and the background was subtracted. Gray values of cpGFP were normalized to mCherry fluorescence within each grid square. The normalized cpGFP fluorescence intensities were plotted as a heat map using the Prism10 (Graphpad) software.

### Integrated fluorescent intensity measurements

In order to measure the integrated fluorescence intensity of *Tg*^*BAC*^*(aplnrb:Venus-PEST)*^*mr13*^ and *Tg(plvapb:mNeonGreen)*^*mr38*^ a mask of the cerebral vasculature in a region of interest based on *Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^ was created with the Imaris (v10.1) software. Within this mask, the mean intensity of *aplnrb*:Venus-PEST or *plvapb*:mNeonGreen was measured and normalized to the volume of the vascular mask.

### BBB integrity and line graph intensity profile plot

*Tg(kdrl:Hsa.HRAS-mCherry)*^*s896*^ siblings and *apln* mutant larvae were intracardially injected with a fluorescent-conjugated 10 kDa Dextran-AlexaFluor647 at 72 hpf. Two hours post injection, the larvae were imaged at a confocal microscope. To visualize BBB integrity, line graph intensity profile plots were generated using Fiji. Fluorescence intensities of a single confocal z-stack slice of *kdrl:*Hsa.HRAS-mCherry and the injected 10 kDa Dextran-AlexaFluor647 of single hindbrain CtAs were measured and plotted.

### CSF flow visualization

To visualize CSF flow, 1.75 µm Fluoresbrite YellowGreen Carboxylates Microspheres (Polysciences, 17687-5) were injected into the hindbrain ventricle of siblings and *apln* mutant larvae at 54 hpf (2000 microspheres/larvae). 2 min time-lapse movies of the hindbrain ventricle were acquired from the injected larvae using a fluorescent stereomicroscope at 72 hpf. Time-lapse movies were converted into .avi files using Fiji with a framerate of 50 fps.

### Statistical analysis

Statistical analysis was performed using the Prism10 (GraphPad) software. Statistical tests and n-numbers are indicated in each figure legend, respectively. For normally distributed data a two-tailed unpaired Student’s t-test with Welch’s correction was used. To compare multiple conditions an ordinary One-way ANOVA with Dunnett’s multiple comparison correction was used. For non-normally distributed data a two-tailed Mann–Whitney U test was used. Data are presented as mean ± standard deviation (StD). *P* < 0.05 were considered as statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

Peer Review file

## Source data

Source Data

## Data Availability

All data are available in the Supplementary Information and Source data file. The raw data of the RNA sequencing generated in this study have been deposited in the Gene Expression Omnibus database under the accession code GSE297295. The zebrafish genome GRCz11 was used in this study and is available in the NCBI database under accession code GCF_000002035.6. Source data are provided with this paper.

# Supplementary material for: Apelin as a CNS-specific pathway for fenestrated capillary formation in the choroid plexus
**Source:** Nat Commun. 2025 Aug 19;16:7729. doi: 10.1038/s41467-025-63003-2
**Supplement:** Supplementary file 1 — Supplementary Information

Apelin as a CNS-specific Pathway for Fenestrated Capillary Formation in the Choroid Plexus

Lukas Herdt¹, Stefan Baumeister¹, Jeshma Ravindra¹, Jean Eberlein¹ and Christian S.M Helker^{1,*}

Supplement Figure 1-10

Supplement Movie 1-6

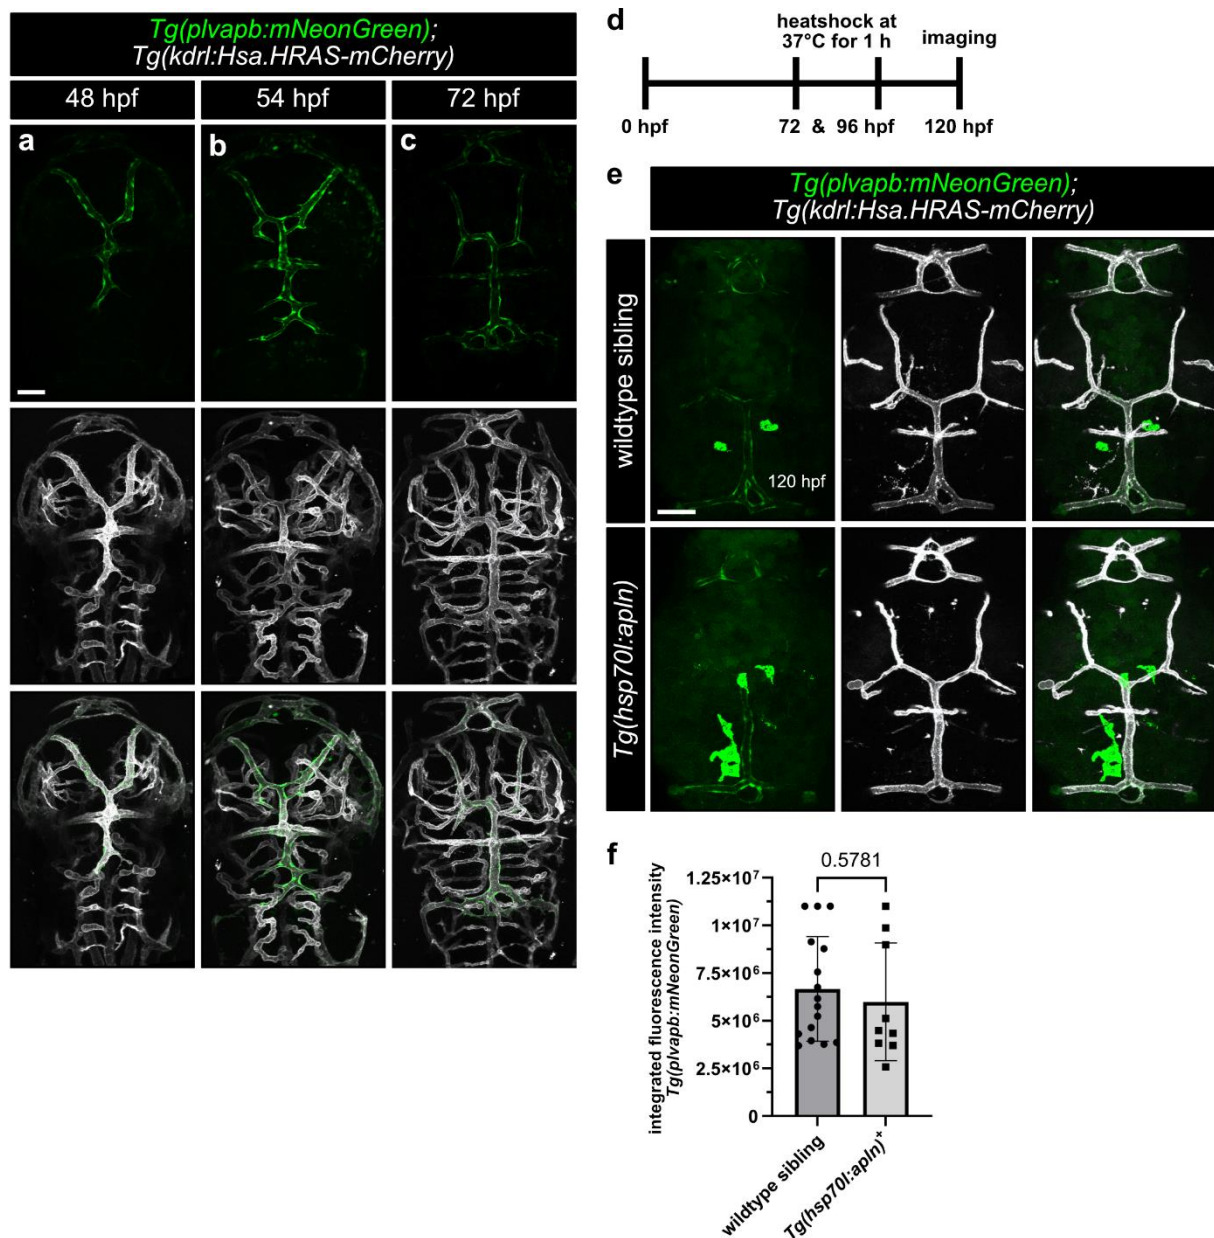

Supplement Fig. 1. Apelin signaling does not regulate *plvapb* expression in fenestrated blood vessels. (a-c) Confocal projection images of the cerebral vasculature in *Tg(plvapb:mNeonGreen); Tg(kdrl:Hsa.HRAS-mCherry)* larvae at 48 (a), 54 (b) and 72 hpf (c). (d) Schematic illustration of the experimental design. (e) Confocal projection images of the CP vasculature in *Tg(plvapb:mNeonGreen); Tg(kdrl:Hsa.HRAS-mCherry); Tg(hsp70l:apln)* and wildtype sibling larvae heat shocked for 1h at 37°C at 72 and 96 hpf and imaged at 120 hpf. (f) Quantification of integrated fluorescence intensity of *Tg(plvapb:mNeonGreen)* within the cerebral vasculature of heat shocked wildtype siblings and *Tg(hsp70l:apln)* larvae at 120 hpf. Statistical analysis was performed by using two-tailed unpaired Student's t-test with Welch's correction. Data is represented as mean ± StD. Scale bars: 50 µm. CP – choroid plexus. Source data are provided as a Source Data file.

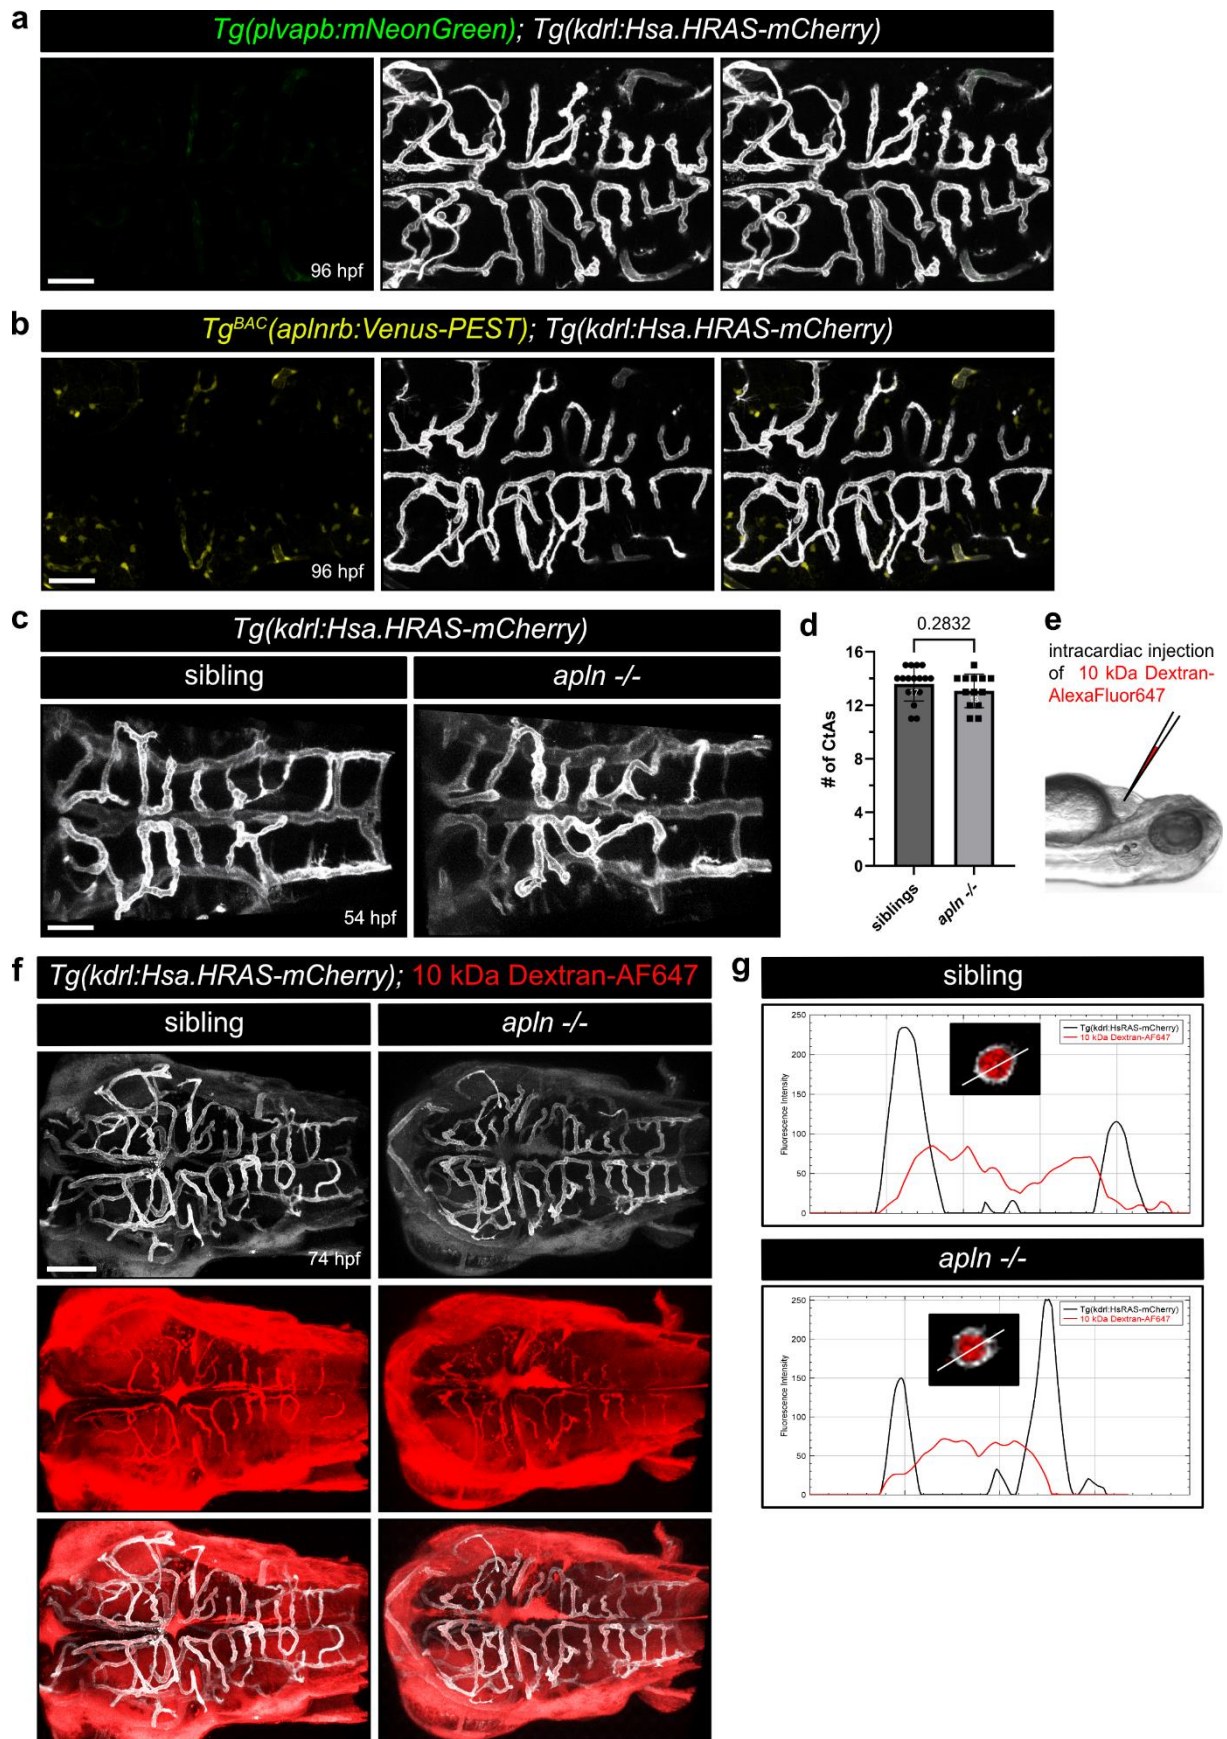

Supplement Figure 2. Apelin signaling is not required for BBB vessel formation and barrierogenesis. (a-b) Confocal projection images of the BBB-forming central arteries (CtAs) in *Tg(plvapb:mNeonGreen); Tg(kdrl:Hsa.HRAS-mCherry)* (a) and *Tg^{BAC}(aplnrb:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* (b) larvae at 96 hpf. (c) Confocal projection images of hindbrain CtAs of

Tg(kdrl:Hsa.HRAS-mCherry) siblings and *apln* mutant larvae at 54 hpf. **(d)** Quantification of CtA numbers in siblings and *apln* mutant larvae at 54 hpf (n=17 for siblings; n=13 for *apln* ^{-/-}). **(e)** Schematic illustration of the intracardiac injection. **(f)** Confocal projection images of the cerebral vasculature of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *apln* mutant larvae intracardially injected with a 10 kDa Dextran-AlexaFluor647 at 74 hpf. **(g)** Fluorescence intensity plots of *kdrl:Hsa.HRAS-mCherry* (black line) and of the injected Dextran (red line) in a single hindbrain CtA of a sibling and an *apln* mutant larvae. Statistical analysis was performed by using two-tailed unpaired Student's t-test with Welch's correction. Data is represented as mean $\pm$ StD. Scale bars: **(a-c)** 50 μ m; **(e)** 100 μ m. hpf – hours post fertilization. Source data are provided as a Source Data file.

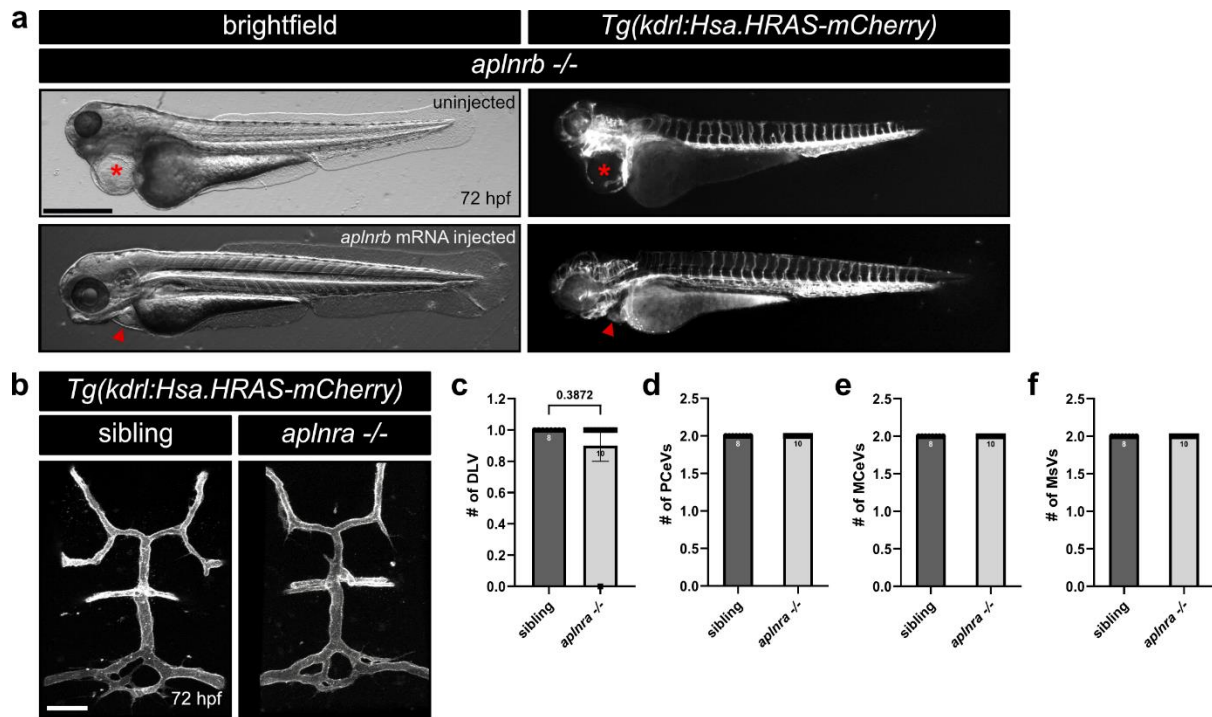

Supplement Figure 3. *AplnrB* but not *AplnrA* is required for fenestrated vessel formation. (a) Lateral view of *Tg(kdrl:Hsa.HRAS-mCherry)* *aplnrB* mutants with and without *aplnrB* mRNA injection at 72 hpf. *aplnrB* mRNA injection rescued the heart defects in *aplnrB* mutants (arrow head) compared to control mutants (asterisk). (b) Confocal projection images of the dorsal cerebral vasculature of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *aplnrA* mutant larvae. (c-f) Quantification of DLV (c), PCeV (d), MCeV (e) and MsV (f) formation in siblings and *aplnrA* mutant larvae at 72 hpf (n=8 for siblings; n=10 for *aplnrA* mutant larvae). Statistical analysis was performed by using two-tailed unpaired Student's t-test with Welch's correction. Data is represented as mean $\pm$ StD. Scale bars: 500 μ m (a), 50 μ m (b). hpf – hours post fertilization; DLV – dorsal longitudinal vein; PCeV – posterior cerebral vein; MCeV – midcerebral vein; MsV – mesencephalic cerebral vein. Source data are provided as a Source Data file.

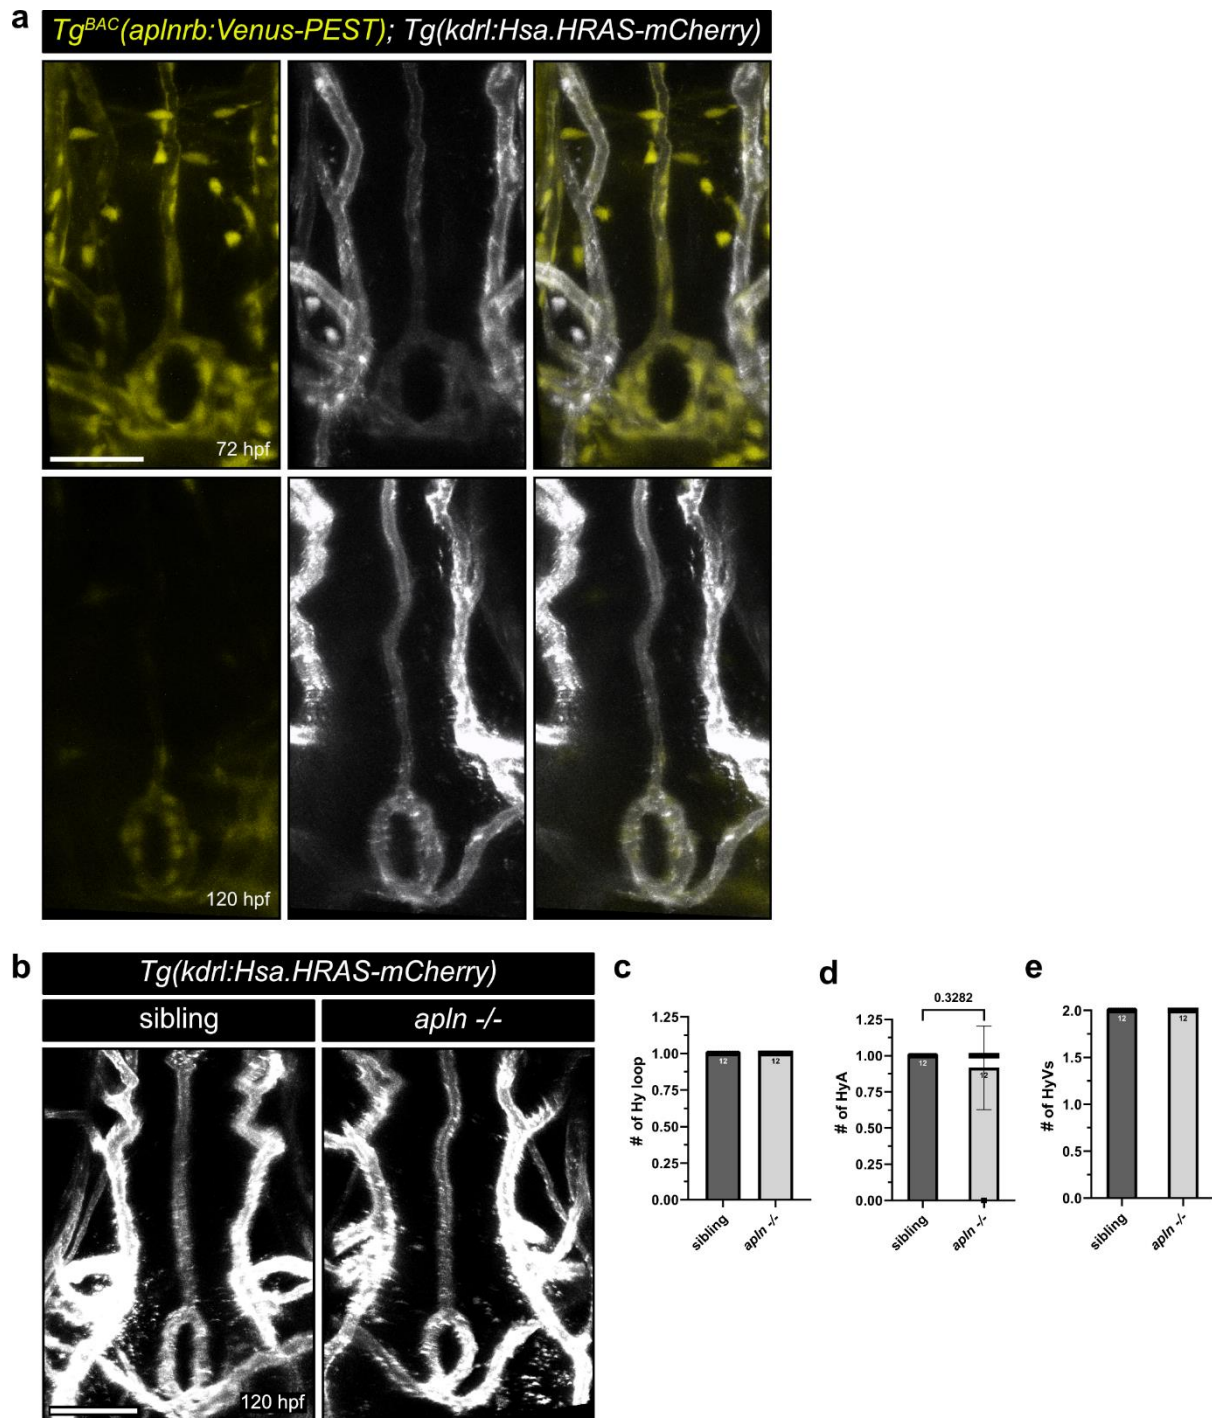

Supplement Figure 4. Apelin signaling is not required for the vascularization of the neurohypophysis. (a) Confocal projection images of the neurohypophysis vasculature of *Tg^{BAC}(aplnrb:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* larvae at 72 and 120 hpf. (b) Confocal projection images of the neurohypophysis vasculature of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *apln* mutant larvae at 120 hpf. (c-e) Quantification of Hy loop (c), HyA (d) and HyVs (e) formation in siblings and *apln* mutant larvae at 120 hpf (n=12 for siblings; n=12 for *apln*^{-/-}). Statistical analysis was performed by using two-tailed unpaired Student's t-test with Welch's correction. Data is represented as mean $\pm$ StD. Scale bars: 50 μ m. hpf – hours post fertilization; Hy – hypophyseal; HyA – hypophyseal artery; HyVs – hypophyseal veins. Source data are provided as a Source Data file.

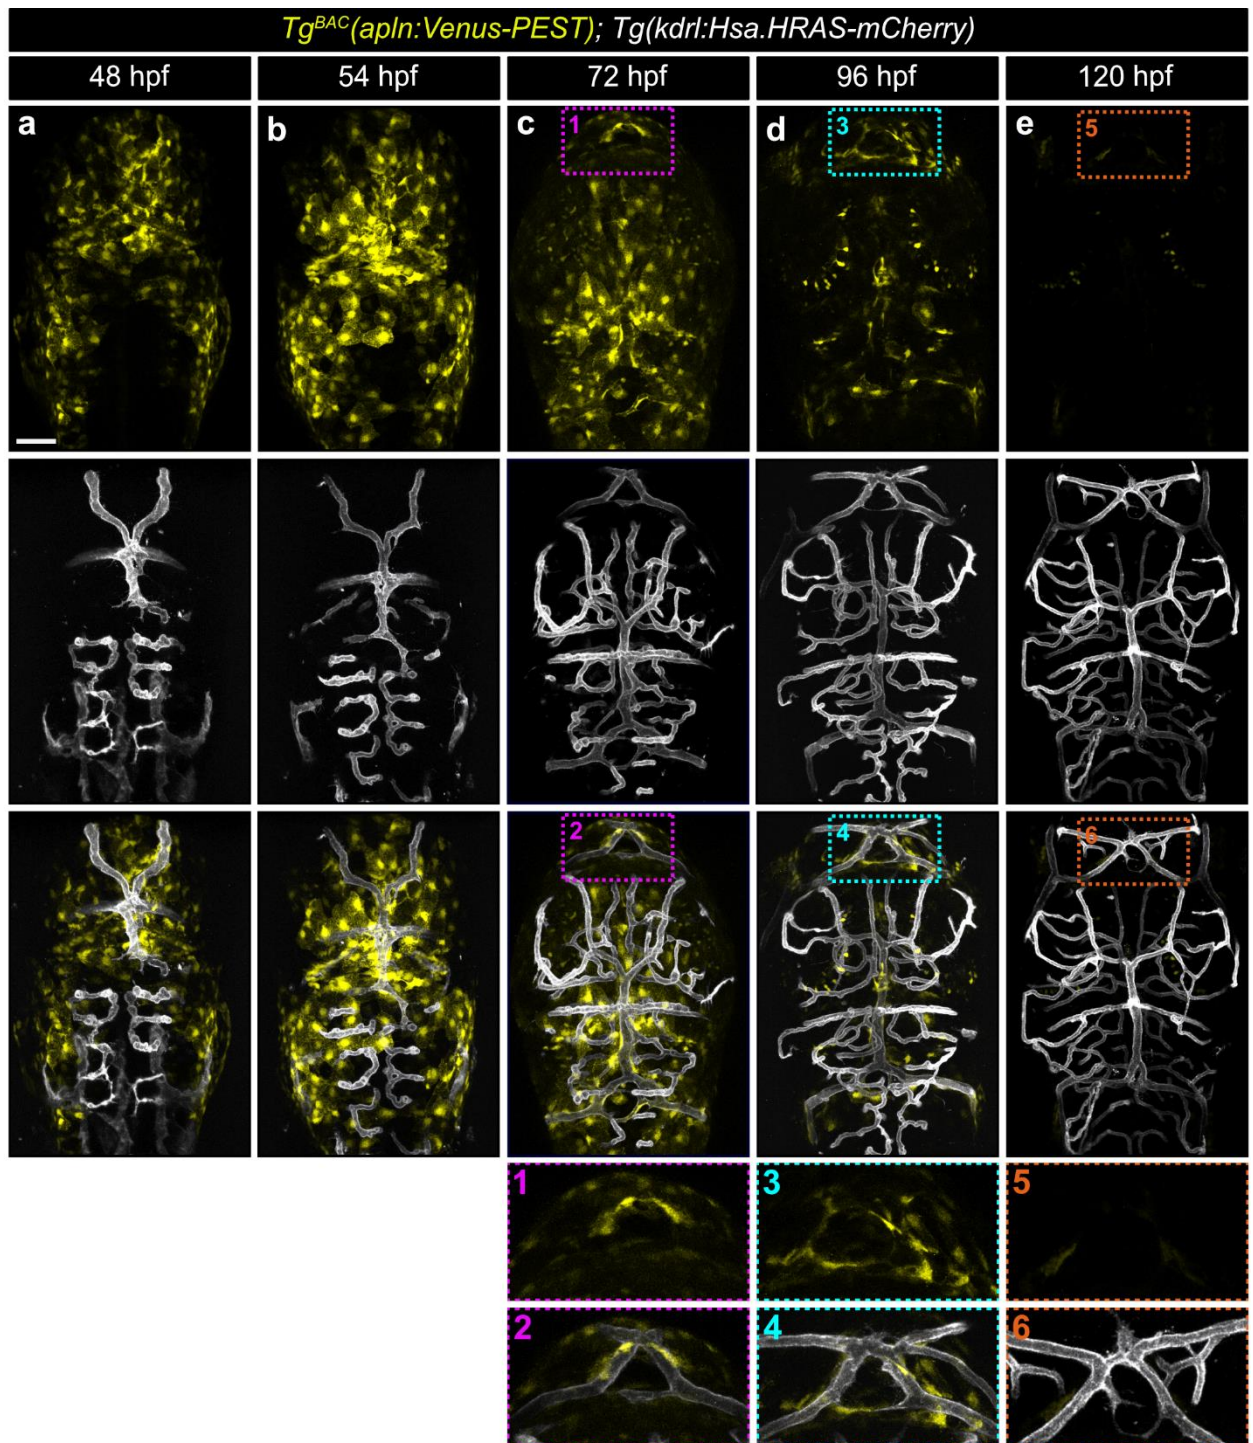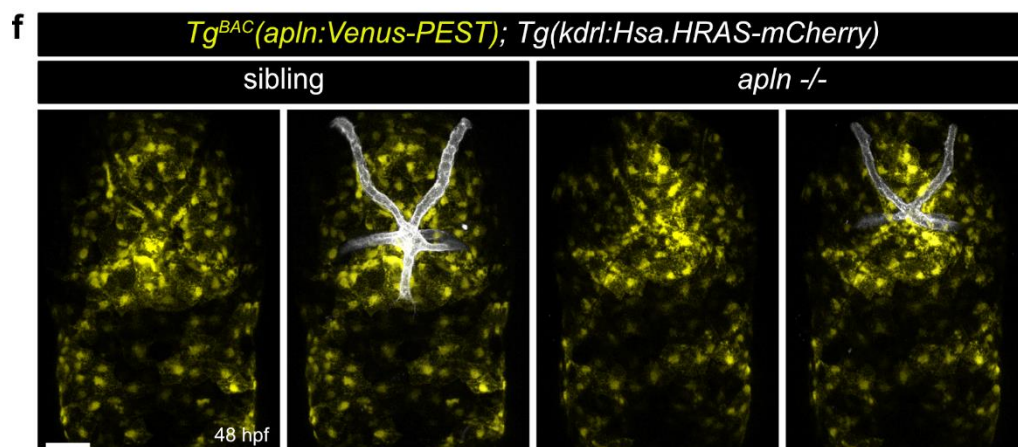

Supplement Figure 5. Apelin expression is spatiotemporally controlled during fenestrated blood vessel formation. Confocal projection images of the brain in *Tg^{BAC}(apln:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* larvae at 48 (a), 54 (b), 72 (c), 96 (d) and 120 hpf. (c-e) Magnified images of the dCP vasculature are indicated by a dashed box at 72 hpf (c1-2), 96 hpf (d3-4) and 120 hpf (e5-6). (a-e) *apln:Venus-PEST* expression is observed in cells in the surrounding of the sprouting fenestrated blood vessels (a-d), but becomes downregulated after the blood vessels are formed (e). *apln:Venus-PEST* expression is also observed in perivascular cells (c-d) and in neurons of the optic tectum (d-e). (f) Confocal projection images of the dorsal cerebral vasculature of *Tg^{BAC}(apln:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *apln* mutant larvae at 48 hpf. Scale bars: 50 μ m. dCP – diencephalic choroid plexus

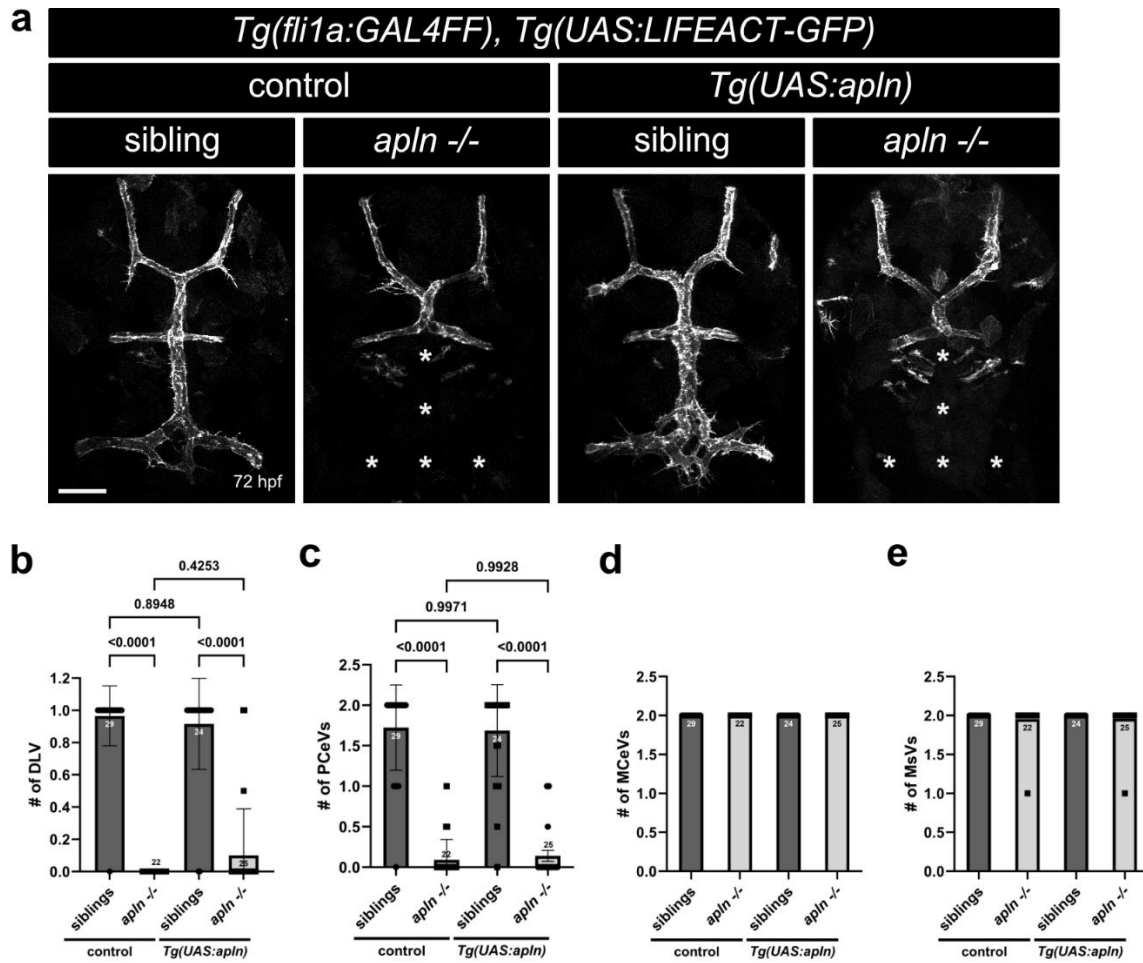

Supplement Fig. 6. Endothelium-derived autocrine Apelin is not required for fenestrated blood vessel formation in the mCP. (a) Confocal projection images of the mCP vasculature of *Tg(fli1a:GAL4FF)*; *Tg(UAS:LIFEACT-GFP)*; *Tg(UAS:apln)* siblings and *apln* mutant larvae at 72 hpf. (b-e) Quantification of DLV (c), PCeV (d), MCeV (e) and MsV (f) formation in siblings and *apln* mutant larvae with and without vascular *apln* overexpression (OE) at 72 hpf (n=29 for siblings without *apln* OE; n=22 for *apln* mutant larvae without *apln* OE; n=24 for siblings with *apln* OE; n=25 for *apln* mutant larvae with *apln* OE). Statistical analysis was performed by using ordinary One-way ANOVA with Dunnett's correction. Data is represented as mean $\pm$ StD. Scale bars: 50 μ m. mCP – myelencephalic choroid plexus; hpf – hours post fertilization; DLV – dorsal longitudinal vein; PCeV – posterior cerebral vein; MCeV – midcerebral vein; MsV – mesencephalic cerebral vein. Source data are provided as a Source Data file.

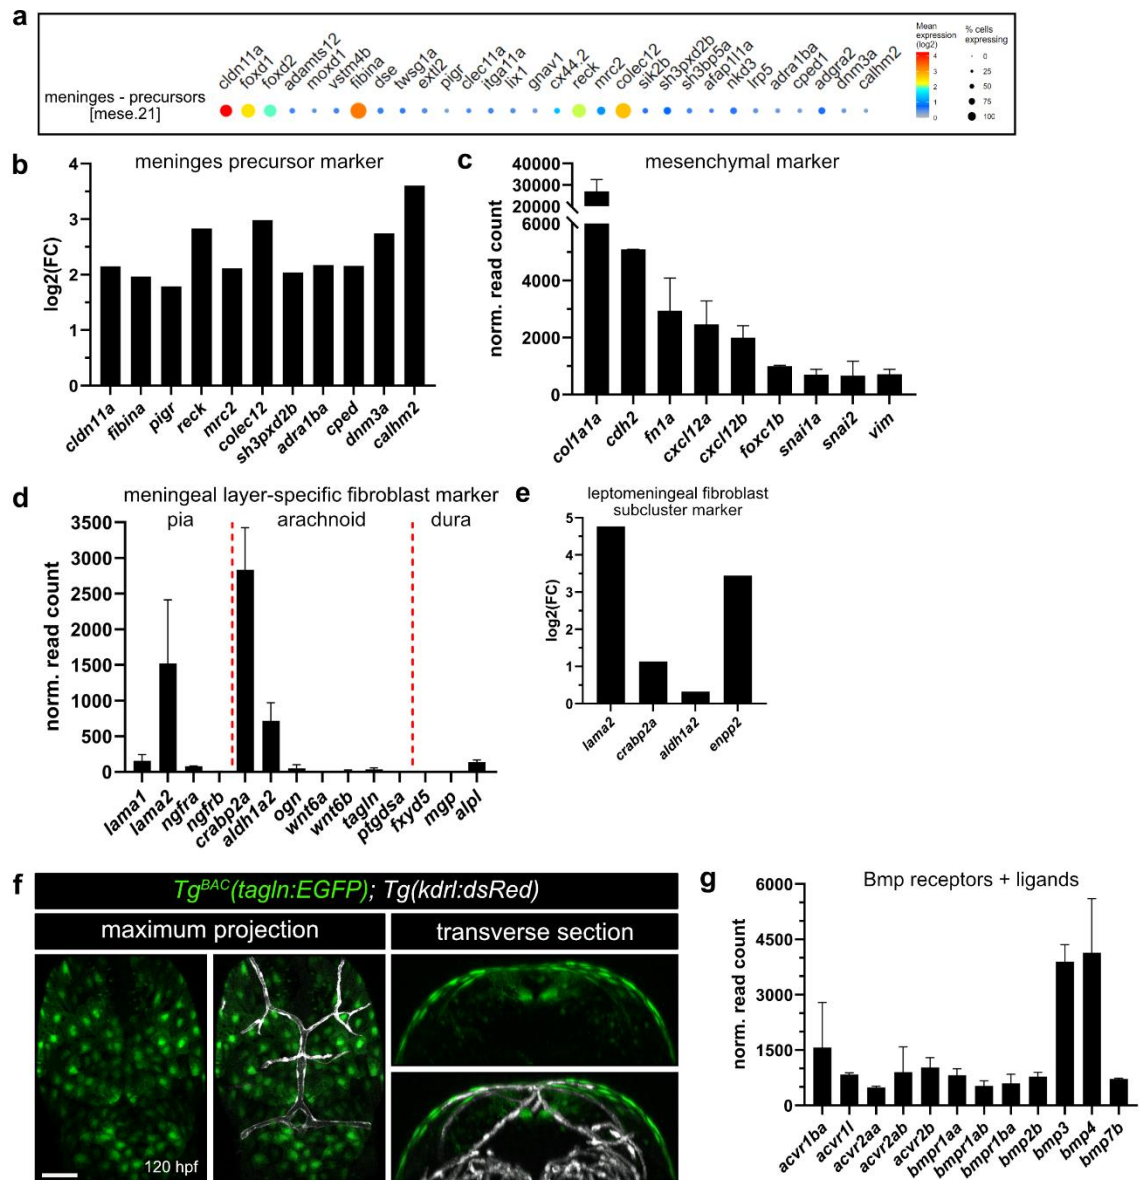

Supplement Figure 7. Marker analysis of *apln* expressing meningeal progenitor population. (a) Most specific markers for *apln* expressing meningeal precursors in zebrafish from public available DanioCell scRNA-seq database (Sur et al. 2023). (b-e) Expression analysis of meningeal precursor markers (b), mesenchymal markers (c) pia, arachnoid and dural fibroblast markers (d) and leptomeningeal fibroblast subcluster markers in *apln*:Venus-PEST expressing cells (e). (f) Confocal projection images of the brain of *Tg^{BAC}(tagln:EGFP); Tg(kdrl:dsRed)* larvae at 120 hpf in a maximum projection and transverse section. Scale bar: 50 μ m. hpf – hours post fertilization. (g) Expression analysis of Bmp receptors and ligands in *apln*:Venus-PEST expressing cells. Data in (c, d, g) are presented as mean $\pm$ StD. Source data are provided as a Source Data file.

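Panels b and e of this figure plot log2 fold changes between the sorted groups, whereas panels c, d and g plot normalized read counts in Venus positive cells alone, so a bar in the latter shows a level and not an enrichment. A normalized read count is the estimated number of reads of a gene, raised to a whole number and divided by a factor for the size of the library, here 0.80 and 1.15. It is not corrected for gene length, so levels of different genes are not comparable as numbers of transcripts. Multiplied by these factors, 69 of the 70 values in the Source Data for panels c, d and g come within 0.1 of a whole number of reads. The standard deviation in these panels is over 2 libraries. For *snai2*, the 2 libraries had 310.5 and 1026 normalized read counts, while *cdh2* had 5104 and 5089 in the paper's Source Data.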

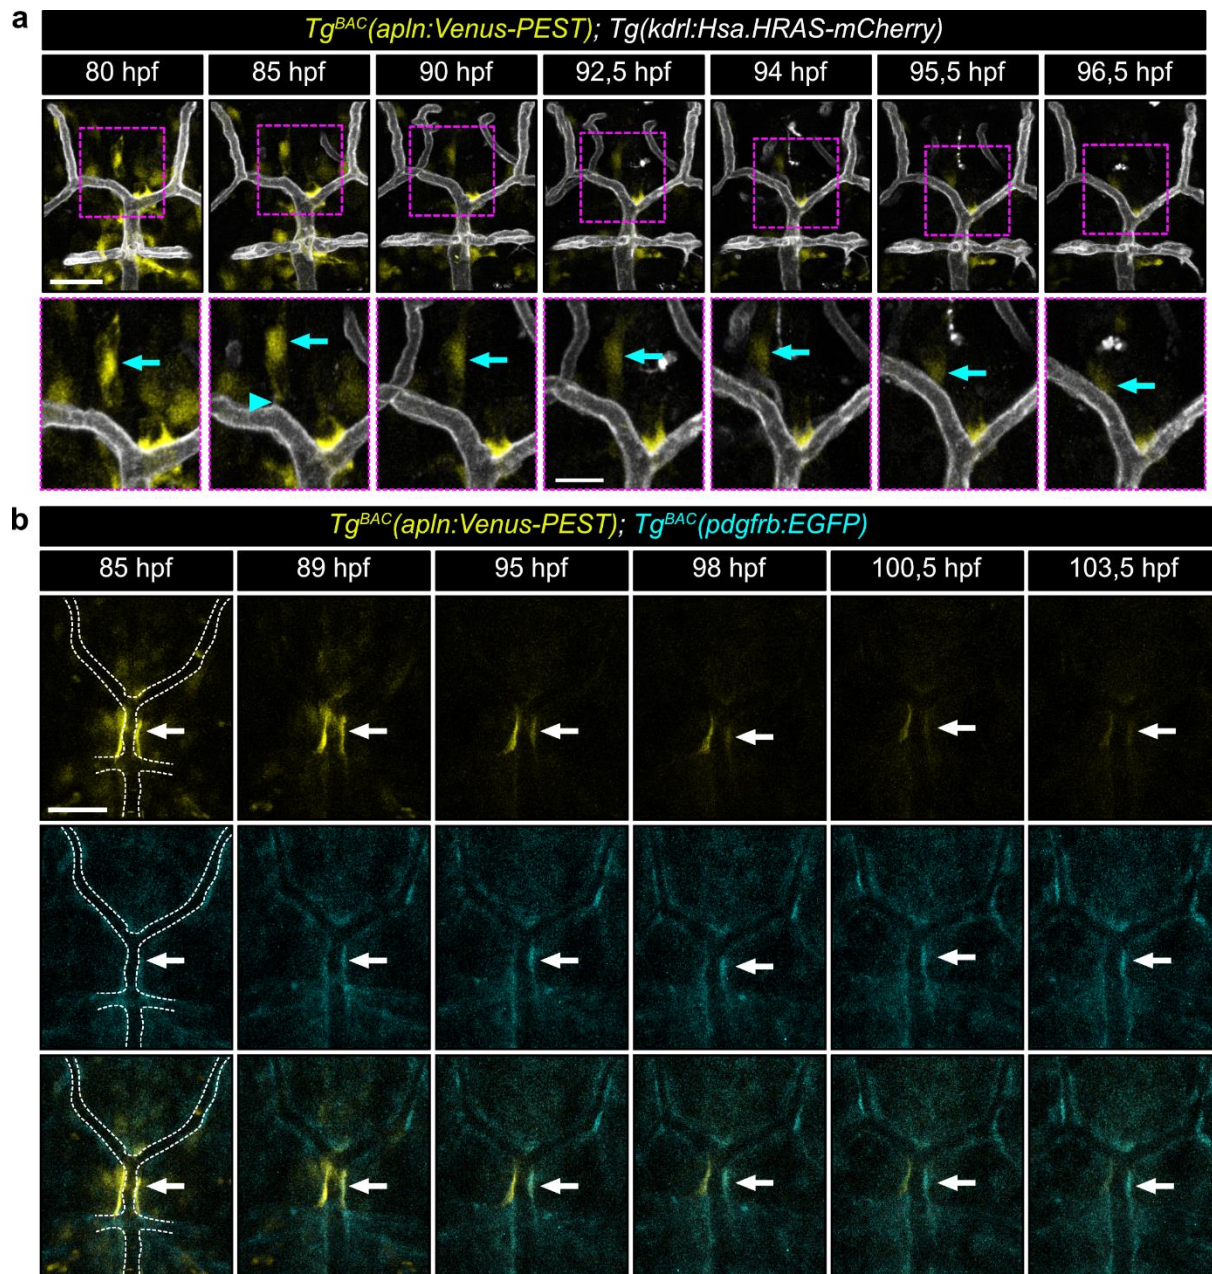

Supplement Figure 8. *apln* expressing meningeal subpopulation transition into perivascular cells. (a) Still images are taken from a time-lapse video of *Tg^{BAC}(apln:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* larvae from 80-98 hpf. Arrows indicate an *apln:Venus-PEST* expressing cell migrating towards the blood vessel. Arrow head points towards the contact of the *apln:Venus-PEST* positive cell with the blood vessel. (b) Still images are taken from a time-lapse video of *Tg^{BAC}(apln:Venus-PEST); Tg^{BAC}(pdgfrb:EGFP)* larvae from 85-104 hpf. Arrow indicate a perivascular cell co-expressing *apln:Venus-PEST* and *pdgfrb:EGFP*. Scale bars: 25 μ m.

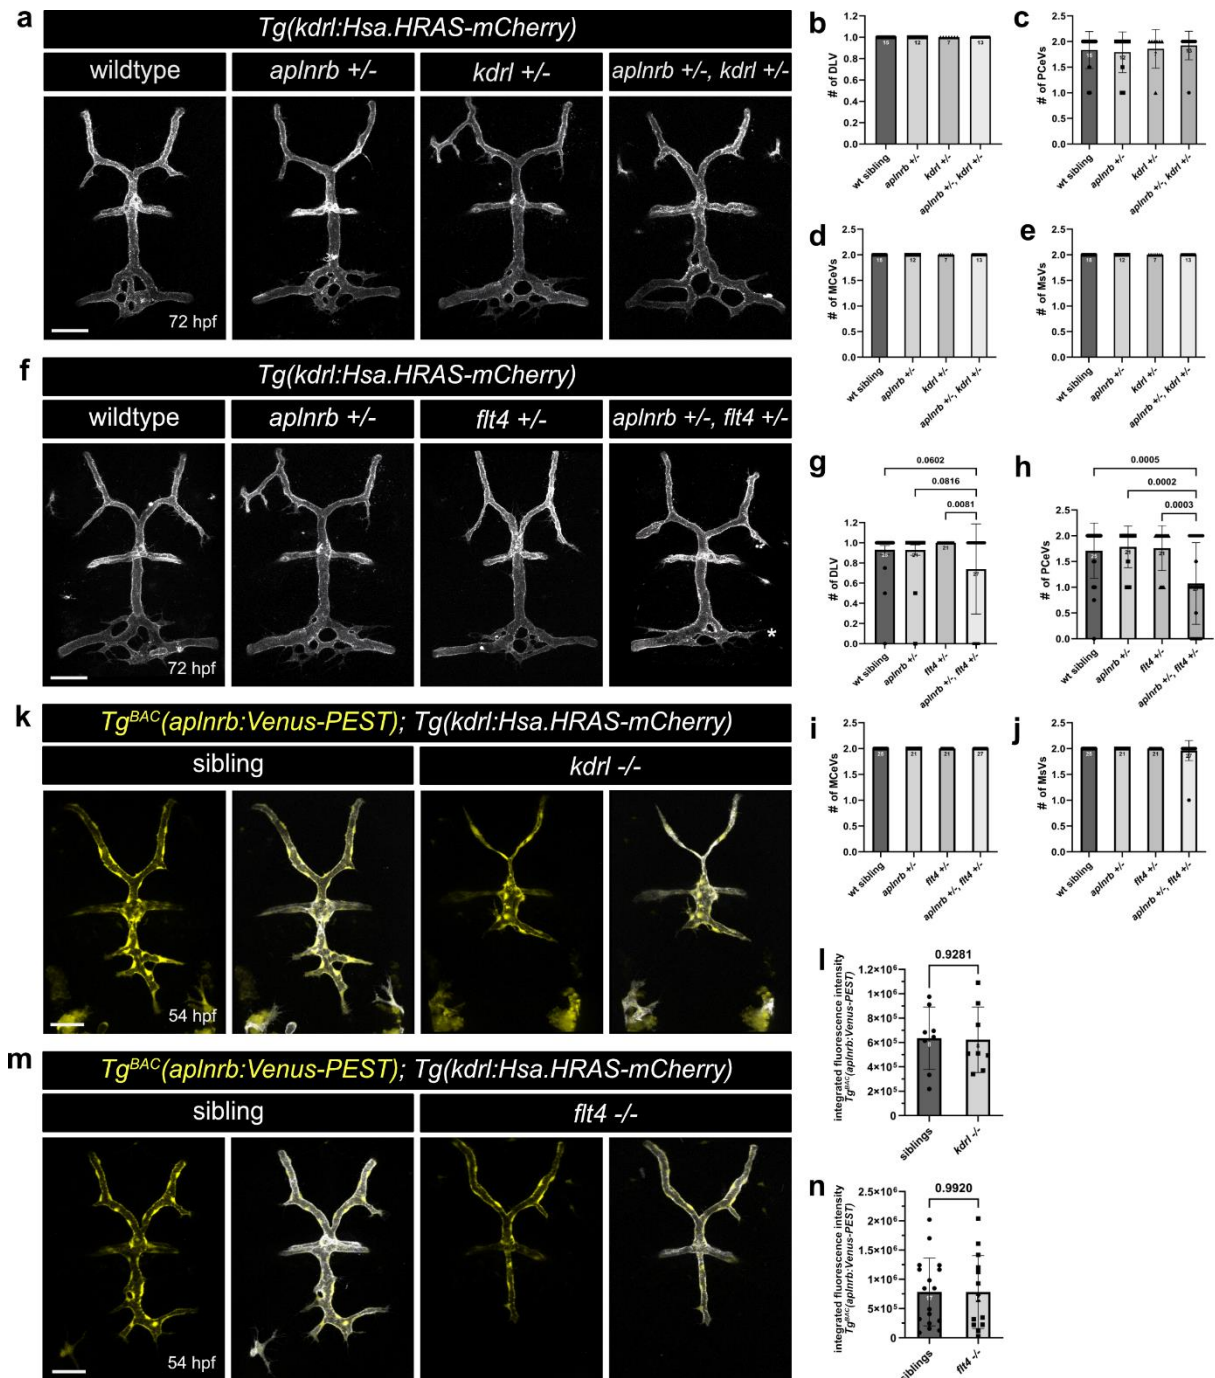

Supplement Fig. 9. Apelin receptor and Vegfr3/Flt4 signaling genetically interact during mCP vascularization. (a) Confocal projection images of the mCP vasculature of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *aplnrb*, *kdrl* double heterozygous larvae at 72 hpf. (b-e) Quantification of DLV (b), PCeV (c), MCeV (d) and MsV (e) formation in siblings and *aplnrb*, *kdrl* double heterozygous larvae at 72 hpf (n=15 wildtype sibling; n=12 for *aplnrb* +/-; n=7 for *kdrl* +/-; n=13 for *aplnrb* +/-, *kdrl* +/-). (f) Confocal projection images of the mCP vasculature of *Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *aplnrb*, *flt4* double heterozygous larvae at 72 hpf. (g-j) Quantification of DLV (g), PCeV (h), MCeV (i) and MsV (j) formation in siblings and *aplnrb*, *flt4* double heterozygous larvae at 72 hpf. (n=25 wildtype sibling; n=21 for *aplnrb* +/-; n=21 for *flt4* +/-; n=27 for *aplnrb* +/-, *flt4* +/-) (k) Confocal projection images of the mCP vasculature of *Tg^{BAC}(aplnrb:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *kdrl* mutant larvae at 54 hpf. (l) Quantification of integrated fluorescence intensity of *Tg^{BAC}(aplnrb:Venus-PEST)* within the sprouting mCP vasculature in siblings and *kdrl* mutant larvae at 54 hpf. (n=8 wildtype sibling; n=8 for *kdrl* -/-) (m) Confocal projection images of the mCP vasculature of *Tg^{BAC}(aplnrb:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* siblings and *flt4* mutant larvae at 54 hpf. (n) Quantification of integrated fluorescence intensity of *Tg^{BAC}(aplnrb:Venus-PEST)* within the sprouting mCP vasculature in siblings

and *flt4* mutant larvae at 54 hpf. (n=17 wildtype sibling; n=14 for *flt4* -/-). Statistical analysis was performed by using ordinary One-way ANOVA with Dunnett's correction (**g-h**) and two-tailed unpaired Student's t-test with Welch's correction (**l, n**). Data is represented as mean $\pm$ StD. Scale bars: 50 μ m. mCP – myelencephalic choroid plexus; hpf – hours post fertilization; DLV – dorsal longitudinal vein; PCeV – posterior cerebral vein; MCeV – midcerebral vein; MsV – mesencephalic cerebral vein. Source data are provided as a Source Data file.

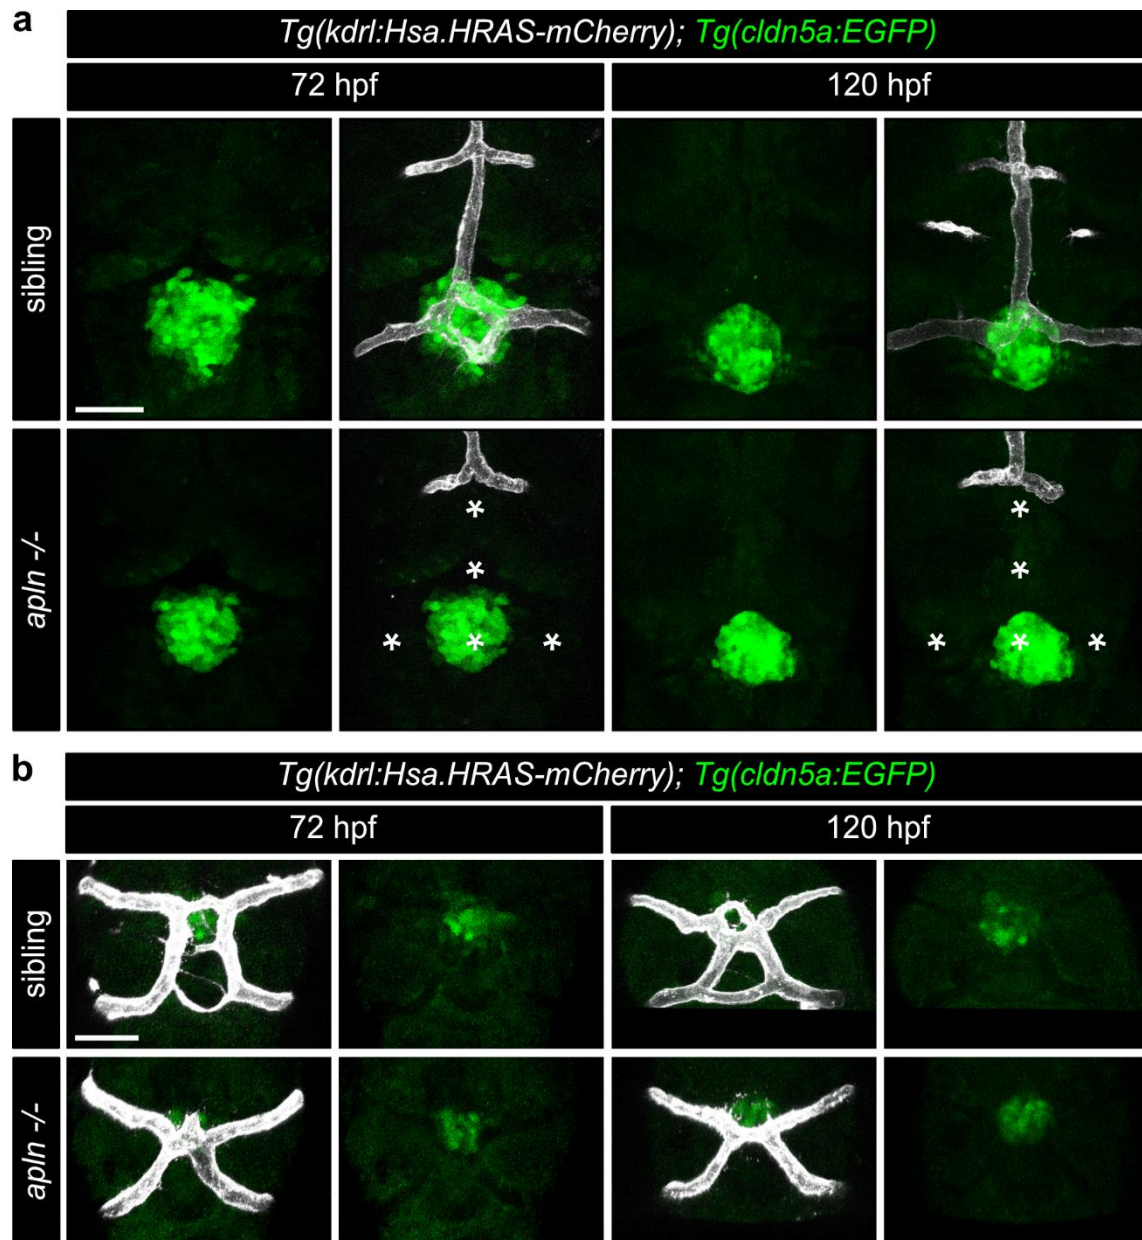

Supplement Figure 10. Apelin signaling is not required for larval choroid plexi morphogenesis. (a-b) Confocal projection images of the mCP (a) and dCP (b) with their associated vasculature of *Tg(kdrl:Hsa.HRAS-mCherry); Tg(cldn5a:EGFP)* siblings and *apln* mutant larvae at 72 and 120 hpf. Asterisks indicate missing blood vessels in the mCP in *apln* mutant larvae (a). Scale bars: 50 μ m. hpf – hours post fertilization; dCP – diencephalic choroid plexus; mCP – myelencephalic choroid plexus

Supplement Movie 1.

Time-lapse movie of DLV and PCeV sprouting in a *Tg(kdrl:Hsa.HRAS-mCherry); Tg(fli1a:nEGFP)* wildtype larvae from 45-67 hpf.

Supplement Movie 2.

Time-lapse movie of DLV and PCeV sprouting in a *Tg(kdrl:Hsa.HRAS-mCherry); Tg(fli1a:nEGFP) apln* mutant larvae from 45-67 hpf.

Supplement Movie 3.

Time-lapse movie of the brain in *Tg^{BAC}(aplⁿ:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry)* larvae from 80-98 hpf.

Supplement Movie 4.

Time-lapse movie of the brain in *Tg^{BAC}(aplⁿ:Venus-PEST); Tg^{BAC}(pdgfrb:EGFP)* larvae from 85-104 hpf.

Supplement Movie 5.

Time-lapse movie of the cerebrospinal fluid flow in the hindbrain ventricle of a wildtype larvae injected with fluorescently labeled microspheres at 72 hpf. Images were captured every 200 ms and presented at 50 frames per second.

Supplement Movie 6.

Time-lapse movie of the cerebrospinal fluid flow in the hindbrain ventricle of an *aplⁿ* mutant larvae injected with fluorescently labeled microspheres at 72 hpf. Images were captured every 200 ms and presented at 50 frames per second.

# Supplementary material for: Apelin as a CNS-specific pathway for fenestrated capillary formation in the choroid plexus
**Source:** Nat Commun. 2025 Aug 19;16:7729. doi: 10.1038/s41467-025-63003-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: Time-lapse movie of DLV and PCeV sprouting in a Tg(kdrl:Hsa.HRAS-mCherry); Tg(fli1a:nEGFP) wildtype larvae from 45-67 hpf.

File Name: Supplementary Movie 2

Description: Time-lapse movie of DLV and PCeV sprouting in a Tg(kdrl:Hsa.HRAS-mCherry); Tg(fli1a:nEGFP) apln mutant larvae from 45-67 hpf.

File Name: Supplementary Movie 3

Description: Time-lapse movie of the brain in Tg^{BAC}(apln:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry) larvae from 80- 98 hpf.

File Name: Supplementary Movie 4

Description: Time-lapse movie of the brain in Tg^{BAC}(apln:Venus-PEST); Tg^{BAC}(pdgfrb:EGFP) larvae from 85-104 hpf.

File Name: Supplementary Movie 5

Description: Time-lapse movie of the cerebrospinal fluid flow in the hindbrain ventricle of a wildtype larvae injected with fluorescently labeled microspheres at 72 hpf. Images were captured every 200 ms and presented at 50 frames per second.

File Name: Supplementary Movie 6

Description: Time-lapse movie of the cerebrospinal fluid flow in the hindbrain ventricle of an apln mutant larvae injected with fluorescently labeled microspheres at 72 hpf. Images were captured every 200 ms and presented at 50 frames per second.

# Supplementary material for: Apelin as a CNS-specific pathway for fenestrated capillary formation in the choroid plexus
**Source:** Nat Commun. 2025 Aug 19;16:7729. doi: 10.1038/s41467-025-63003-2
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Leica LAS X v3.5.7.23225; Nikon NIS Elements BR v5.21.03; EcoStudy v5.2.17
Data analysis	Imaris Viewer v9.7.2; Imaris v10.1; GraphPad 10.2.3; NIS Elements Viewer v5.21; Fiji v1.54f; Daniocell; BGI Dr. Tom Data Visualisation Solution; ProStudy v5.2.17; Blender v4.3; Gimp v10.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in the Supplementary Information and Source data file. The raw data of the bulk RNA-seq generated in this study has been deposited in the Gene Expression Omnibus database under accession code GSE297295. The zebrafish genome GRCz11 was used in this study and is available in the NCBI database under accession code GCF_000002035.6.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.

Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)

Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were not statistically predetermined but were chosen based on previous experience, standards in the fields and previously published literature.

Data exclusions

No data were excluded.

Replication

Experiments were repeated at least two or three or four times independently

Randomization

Experimental groups were pre-selected based on published vascular trunk phenotype on day 1 of development, when possible

Blinding

Investigators were blinded to group allocation during data collection as well as quantification. Genotypes were assigned after analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Danio rerio was used as animal model. The wildtype AB strain was used for outcrossings. Mutant and transgenic lines were outcrossed to wildtype fish after maximally 2 consecutive incrossings. Both males and females of the following mutant and transgenic lines have been used between the age of 3 months and 2 years for breeding:
apln mu267, aplnr mu281, aplnr mu296, flt4 hu4602, kdrl hu5088, Tg(kdrl:Hsa.HRAS-mCherry)s896, Tg(kdrl:dsRed2)pd27, TgBAC (aplnrb:Venus-PEST)mr13, TgBAC(sox10:GAL4-VP16)km6, Tg(UAS-E1B:NTR-mCherry)c264, Tg(fli1a:nEGFP)y7, Tg(hsp70l:apln)mu269, Tg(UAS:APLNR(K235)-cpGFP)mr35 (Herdt et al., in revision Nature communications)51, Tg(UAS:GFP)nkuasgfp1a, TgBAC(tagln:EGFP)ncv25, TgBAC(pdgfrb:EGFP)ncv22, Tg(fli1a:GAL4FF)ubs4, Tg(UAS:apln)mr24, Tg(UAS:LIFEACT-EGFP)mu271

Wild animals

No wild animals were used in this study

Reporting on sex

For embryos and larvae experiments, sex can not be determined and thus was not considered in designing the experiments.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

Zebrafish husbandry and maintenance was performed under standard conditions in accordance to institutional (Philipps-University Marburg) as well as national ethical and animal welfare guidelines approved by the ethics commission for animal experiments at the Regierungspräsidium Gießen, Germany, and the Federation of European Laboratory Animal Science Associations (FELASA) guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

At 48 hpf, heads of TgBAC(apln:Venus-PEST); Tg(kdrl:Hsa.HRAS-mCherry) larvae were dissected. After dissection, the heads were washed in Ca²⁺/Mg²⁺-free Hank's Balanced Salt Solution (HBSS, Gibco, 14175-053) and cell dissociation was performed

at 28,5°C for 30 min with TrypLE Express (Gibco, 12604-013). Cell dissociation was stopped by FBS addition and cells were centrifuged for 3 min at 3000 rpm. HBSS was removed and the cell pellet was resuspended in ice-cold HBSS supplemented with 5% FBS and filtered through 40 µm filter caps. Afterwards the cells were centrifuged again for 3 min at 3000 rpm, resuspended in HBSS + 5% FBS and submitted to FACS analysis.

Instrument

BD Biosciences Aria III

Software

BD FACSDiva 8.0.3

Cell population abundance

Double negative (P6): 84,8%
mCherry+ (P5): 3%
Venus+ (P3): 2,2%
mCherry, Venus double positive (P4): 0,1%

Gating strategy

Debris and aggregates were excluded based on size.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

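The data are bulk RNA-seq of cells sorted by FACS from dissected heads of zebrafish larvae at 48 hpf that carry an *apln* reporter (Venus) and an endothelial *kdrl* reporter (mCherry). There are 2 libraries of Venus positive, mCherry negative cells and 2 libraries of double negative cells. The methods state Smart-seq2 libraries, read filtering with SOAPnuke, mapping to GRCz11 with HISAT2, alignment to the gene set with Bowtie2, expression levels from RSEM and a comparison with DESeq2. The submitters' processing notes give HISAT2 2.0.4, Bowtie2 2.4.4, RSEM 1.2.28, DESeq2 and GRCz11.

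The deposited file is 1 table of 756 genes. It holds, per library, the expected counts the authors estimated with RSEM, which need not be whole, and for the double negative libraries also the authors' normalized counts, a signal made by dividing the count by a size factor. The group averages of TPM, FPKM, counts and normalized counts are the authors' own values and are used without an SD or n. The log2 fold changes, p-values and Q values in the table are the authors' deposited DESeq2 comparison. All 756 Q values lie under 0.05 and equal a Benjamini-Hochberg adjustment over 23016 genes with no rank left out, so the table is the complete list at that threshold. The deposited fold ratios between single libraries (18 columns) were not used. A further 10 columns of per-library values were not used, because the table numbers the Venus positive libraries 3 and 4 while the sample labels number them 1 and 2. Their group is clear from the column names, so their count columns were used as 2 libraries of the group with no replicate number.

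The counts were raised to the next whole number, which gives back the authors' normalized counts of the double negative libraries. The authors' size factors were 1.22 and 0.98 for double negative replicates 1 and 2, recovered from the matched columns. For the Venus positive libraries numbered 3 and 4 they were 0.80 and 1.15, recovered from the normalized read counts of 7 genes in the paper's Source Data. Because the table holds a selected list, totals of its genes are not library depth, and the authors' size factors were kept for the main test. The listed genes sum to 876579 to 1175560 reads per library. The full depth is not given in the sources used here, and the reads carry no molecular identifiers, so limits from counts cover counting error only.

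The main test was edgeR 4.0.16 (R 4.3.3), quasi-likelihood with ~ group, two-sided, Benjamini-Hochberg adjusted p under 0.05 and no fold minimum, over the 754 genes with at least 10 counts in at least 2 of the 4 libraries. The biological coefficient of variation was 0.417. This spread comes from genes that had already passed a test, so it can be too small and the p-values with it. The test was tried on simulated counts with the real means and size factors of these genes and 200 genes changed by known folds, with 752 genes in the test. It called 10 of 50 genes changed by 1 on the log2 scale, 33 of 50 changed by 2, 49 of 50 changed by 3, 49 of 50 changed by 4 and 1 of 552 unchanged genes. Across genes, Pearson's r of log2(normalized count + 1) was 0.947 between the double negative libraries, 0.961 between the Venus positive libraries and 0.386 to 0.462 between the groups. Genes are not independent replicates, and all of these genes were selected for a difference between groups.

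A set of 41 gene lists was fixed before the data were examined, 9 with genes the study names and 32 from textbook knowledge, and members were matched by exact symbol. As an alternative added afterwards, members were also matched by NCBI gene ID, which adds 7 members in 6 lists, and the counts and hypergeometric tests printed for these lists include them. Gene identifiers are NCBI gene IDs as in the table, of which 737 were found in a RefSeq gene table of another assembly (GRCz12tu) that was used for names only. Lists with at least 3 members tested (15) were tested with fry in limma 3.58.1 on voom values, two-sided, with camera at a preset correlation of 0.01 and at an estimated correlation as alternatives. Fry tests members against no change, and every gene tested had passed the authors' test on these libraries, so a fry call is close to fixed in advance and fry is given only as a count of lists. Camera compares a list only with the other listed genes, all of which changed. After seeing that the table is a complete list of calls, a one-sided hypergeometric test (scipy 1.17.1) was added for the 32 lists in both directions (64 tests, Benjamini-Hochberg adjusted), taking every list member as 1 of the 23016 genes the authors tested. This test treats the members of a list as independent, so its p-values can be too small where members move together, and no list passed in camera at an estimated correlation.

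The genes named are those the paper names for this experiment, the Apelin pathway, the 10 genes with the largest increase and the 10 with the largest decrease among those past the threshold whose libraries do not overlap and whose higher group has a mean of at least 100 normalized counts, leaving out automatic identifiers, and up to 3 members of each of the 32 lists with the smallest adjusted p. The paper's Source Data values had been seen before this rule was written. Members of the 32 lists that the paper also reports from these libraries are not independent of it. Other genes named from a list were chosen after their values were seen. Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, RLE and upper-quartile scaling and no scaling, no filter and a minimum of 50 counts, a fold of at least 2, leaving out each library, and TPM and FPKM in place of normalized counts. TMM over the listed genes, DESeq2 with the authors' size factors, limma on log2(normalized count + 1) and the adjustment over 23016 genes were added afterwards. Genomic coordinates are not given, because the annotation at hand is of another assembly than GRCz11.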

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

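All tests of explanations in this part were chosen after the result was seen. The genes below were higher in Venus positive, mCherry negative cells than in the double negative control cells and lie outside those the paper discusses. Values in parentheses are log2 fold changes from edgeR's quasi-likelihood test, each past an adjusted p of 0.05 with both Venus positive libraries above both double negative libraries (n = 2 each).

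Among the 10 largest increases of genes with a mean of at least 100 normalized read counts in Venus positive cells, automatic identifiers left out, were *nod2* (7.01), *tnmd* (5.70), *nradd* (4.97), *edn3* (4.90), *ttn.1* (4.69), *fscn1b* (4.63), *fmoda* (4.46) and *itga11b* (4.43). *igsf10*, also of these by a fitted fold that rests on the small count the fit adds, had 0 reads in both double negative libraries and was at least 40.7-fold higher, against a floor of 3 reads per library. *nod2* had 3 reads over both double negative libraries and 325 over both Venus positive libraries, a ratio of 122 after scaling (95% exact binomial interval 41.4 to 595, counting error only). Most of these reads came from Venus positive library 3, with 258 there and 67 in library 4, and no refit without either library is given for *nod2*. Matrix and basement membrane genes were *lamc3* (4.00), *pcolcea* (2.76), *lamb1b* (2.69) and *mmp14a* (2.49). Mesenchymal transcription factors were *twist1a* (2.21), *prrx1a* (2.18) and *alx4a* (2.11). Bmp targets were *msx2b* (3.31), *msx1b* (2.60) and *bambib* (1.85). Guidance cues were *slit2* (2.81), *slit3* (2.56) and *ntn1b* (1.98). Genes of Wnt, TGF-β and retinoic acid signaling were *tgfb1a* (3.29), *nkd2b* (2.58), *dkk1b* (2.34), *rxraa* (1.91), *nkd1* (1.80), *cyp26c1* (1.69) and *tgfb3* (1.51). Markers on lists of other tissues were *xdh* (2.97), *vmhc* (2.95), *ttn.2* (2.82), *col11a1b* (2.31), *myl9a* (2.14), *foxa1* (1.89) and *col2a1b* (1.49). Stress-related genes were *hsp70l* (3.15), *hsp70.1* (2.497) and *klf2a* (1.98). Leaving out double negative replicate 1 ended the calls of *bambib*, *col2a1b*, *foxa1* (adjusted p = 0.0997 from edgeR), *myl9a* and *vmhc* (adjusted p = 0.0638). Leaving out double negative replicate 2 ended those of *myl9a* and *rxraa*. Leaving out Venus positive library 3 ended that of *xdh* (log2 fold change 1.38, adjusted p = 0.162), and leaving out library 4 that of *tgfb3* (adjusted p = 0.0522). The log2 fold change was 4.15 for *edn3*, 2.10 for *vmhc*, 2.43 for *hsp70l*, 1.90 for *hsp70.1* and 4.11 for *nradd* without double negative replicate 1, 6.50 for *edn3*, 5.38 for *ttn.1*, 3.94 for *msx2b*, 5.18 for *vmhc*, 2.73 for *foxa1*, 4.62 for *hsp70l*, 3.54 for *hsp70.1*, 6.85 for *nradd* and 5.38 for *fscn1b* without double negative replicate 2, 3.38 for *lamc3*, 1.88 for *lamb1b*, 2.22 for *slit2*, 1.38 for *xdh* and 3.12 for *hsp70.1* without Venus positive library 3 and 3.71 for *xdh* and 1.38 for *hsp70.1* without Venus positive library 4. *nradd* and *fscn1b* had 1 to 6 reads in each double negative library, and *nradd* had 143 and 43 reads in Venus positive libraries 3 and 4. By the authors' mean TPM, *ttn.1* and *ttn.2* stood at only 0.28 and 0.815 in Venus positive cells. The signs of *nkd1*, *cyp26c1*, *tgfb3* and *col2a1b* turn with RLE scaling over the listed genes. Adjusted over all 23016 genes, *bambib*, *tgfb1a*, *nkd2b*, *dkk1b*, *rxraa*, *nkd1*, *cyp26c1*, *tgfb3*, *xdh*, *vmhc*, *myl9a*, *foxa1* and *col2a1b* did not pass, and with RLE scaling only *nod2*, *tnmd*, *nradd*, *edn3*, *ttn.1*, *fscn1b*, *fmoda*, *itga11b*, *igsf10*, *lamc3* and *msx2b* did.

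More genes were higher than lower (485 against 271 in the authors' deposited table). A candidate explanation is that abundant transcripts of other cell types take reads from all other genes in the double negative libraries. By the authors' mean TPM, the lower genes hold 13.6% of transcripts in double negative cells and 0.796% in Venus positive cells. This would shift every other gene by 0.20 on the log2 scale in TPM. The calls and fold changes rest on the authors' size factors and not on TPM. What those factors leave of this shift was not measured. The smallest listed increase was 1.34 (standard error 0.44) and the median increase 2.39. Genes entered the list by a Q value under 0.05, and its smallest absolute log2 fold change is 1.27. Listed increases therefore lie above 0.20 by selection, and the comparison cannot argue against the explanation. It shows only that this shift alone is smaller than any listed increase. Whether any of so small a shift remains under these size factors and adds to the number of higher genes cannot be seen in a list of called genes. A difference between the sorted cells stays open, untested.

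Of 42 immediate early and heat-shock genes, 8 were higher (3 when adjusted over all 23016 genes and 0 with RLE scaling over the listed genes) and the other 34 were not analysed here (adjusted p = 2.1e-05 from the one-sided hypergeometric test, adjusted p = 0.517 with an estimated correlation in camera). Against reads shared between near-identical *hsp70* copies as the whole cause, 5 members that are not *hsp70* copies (*fosl1a*, *klf2a*, *socs3a*, *socs3b* and *hspb1*) rose by 1.34 to 1.98 on the log2 scale, although all but *klf2a* of these change sign with RLE scaling over the listed genes and the split of counts between *hsp70.1*, *hsp70.3* and *hsp70l* is uncertain. Of these 5 only *klf2a* passed when adjusted over all 23016 genes, and all 8 genes had already passed the authors' test on these libraries. Stress of dissociation and sorting that differed between the tubes cannot be told apart from a difference between the cells, because each tube belongs to 1 group. The 8 genes differed by a median of 0.59 on the log2 scale between the 2 Venus positive libraries and 0.59 between the 2 double negative libraries, against a median log2 fold change of 1.92 between the groups, and this spread within groups does not decide it, nor was a biological explanation tested. Refitted, the log2 fold change was 1.90 for *hsp70.1*, 2.04 for *hsp70.3* and 2.43 for *hsp70l* without double negative replicate 1, 3.54 for *hsp70.1*, 3.66 for *hsp70.3* and 4.62 for *hsp70l* without double negative replicate 2, 3.12 for *hsp70.1* and 3.38 for *hsp70.3* without Venus positive library 3 and 1.38 for *hsp70.1* and 0.97 for *hsp70.3* without Venus positive library 4, and calls were lost, with adjusted p-values from edgeR of 0.0623 for *fosl1a*, 0.0913 for *socs3a* and 0.0989 for *socs3b* without double negative replicate 1, 0.0514 for *socs3b* without double negative replicate 2 and 0.0508 for *fosl1a* and 0.116 for *hsp70.3* without Venus positive library 4.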

How the results depend on the processing

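TMM over the listed genes, DESeq2 with the authors' size factors, limma, the adjustment over 23016 genes and the match by NCBI gene ID were chosen after seeing the data. The 484 higher and 270 lower calls became 485 and 271 without a filter, 463 and 212 with a minimum of 50 counts, 482 and 270 with limma on log2(normalized count + 1), and did not move with DESeq2 at the authors' size factors, with a fold of at least 2 or with no scaling beyond the total of the listed genes. Higher calls fell to 64 with DESeq2's own size factors, 72 with RLE, 84 with TMM and 141 with upper-quartile scaling, while the 270 lower calls kept their number under each. These scalings are set on a list chosen for change, 64.2% of it higher, and by construction centre it near no change, except upper-quartile scaling, which moves the median by -1.37. Under them the signs of 4 named genes turned: *col2a1b* (-0.33 with DESeq2, -0.33 with RLE, -0.23 with TMM), *cyp26c1* (-0.21, -0.21 and -0.099), *tgfb3* (-0.32, -0.32 and -0.23) and *nkd1* (-0.083 and -0.083, not with TMM). Adjusted over 23016 genes, 224 were higher and 194 lower, and 60 of the 87 named genes passed. This uses edgeR p-values of the listed genes alone, all of which had a Q value under 0.05 in the authors' DESeq2 comparison. Leaving out each library in turn gave 400 to 448 higher and 131 to 268 lower calls, the lowest count of lower calls without double negative replicate 2 (131) and 138 without replicate 1, where fewer genes keep 10 counts in 2 libraries (640 tested each, and the cause of the rest was not tested). With 1 library left in a group, that library is assumed to vary like the other group. No named gene changed sign without a library, and 8, 2, 2 and 1 lost their call without double negative replicates 1 and 2 and Venus positive libraries 3 and 4, not counting genes that the filter then left out. *apln* kept its call under every setting run, with 3.62 to 3.93 on the log2 scale without a library. Of 15 lists, fry called 14, camera 4 at the preset correlation and 0 at an estimated correlation (0.05 adjusted), with members also matched by NCBI gene ID 13, 4 and 0, but fry tests members against no change and each had passed the authors' test on these libraries, so its calls were close to fixed in advance, and camera compares each list with genes that all changed. Camera at the estimated correlation gave 0 lists at an unadjusted p under 0.05. TPM or FPKM in place of normalized counts, tried for *apln* and the genes of the paper's lists only, moved none of their log2 ratios by more than the spread between libraries. No paired analysis was possible because the count columns of the Venus positive libraries carry no replicate number of the labels. The pseudocounts were not run since counts were given, nor limma on FPKM or TPM, whose per-library columns were not used. Depth limits genes near 0: 60 genes had 0 reads in both Venus positive libraries and 8 in both double negative libraries, where a fold is a lower bound.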

Differences from the paper's values

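Of the 23 log2 fold changes in the paper's Source Data for Fig. 5d and Supplement Fig. 7, 17 are of genes analysed here. In the main test none of the 17 differed from the value computed here by more than its standard error (largest difference 0.006 on the log2 scale). That test uses the authors' counts and size factors, so this was close to fixed in advance. All 17 differed with DESeq2's own size factors, RLE and upper-quartile scaling (*cldn11a*, 2.15 in the paper and 0.32 with RLE). Also differing were *lama2* without Venus positive library 3 and *enpp2* without either double negative replicate.

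The text of the results names a gene col1a5 among the fibroblast markers, while the Source Data for Fig. 5d name *col5a1*, whose log2 fold change here was 2.47. The paper describes strong enrichment of all 8 fibroblast genes and enrichment of the 11 meningeal precursor genes. Of these, 5 and 10 are among the genes with a Q value under 0.05 in the authors' deposited table. *cd34*, *col1a1a*, *col1a2* and *pigr* lie outside that complete list, as do *crabp2a* and *aldh1a2*, which the paper describes as enriched, and were not analysed here. The paper's own log2 fold changes for these 6 genes are above 0, from 0.32 for *aldh1a2* to 1.79 for *pigr*. They entered no test here, so no setting run here calls them.

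In the Source Data for Supplement Fig. 7g, the value of *acvr1ba* in the first Venus positive library, 702 by the paper, comes to 558.4 reads at that library's size factor. It is the only one of the 70 values in the Source Data for panels c, d and g of that figure that is not within 0.1 of a whole read. At the other library's factor it comes to 809 reads, the count of *bmp7b* in that library, whose value in the Source Data is the same number. The level of *acvr1ba* in the first library is therefore left out here.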

Other observations

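The genes named next were, apart from *edn3*, chosen after their values were seen and stand for no group. Log2 fold changes in the Venus positive, mCherry negative cells against double negative cells were 4.90 for *edn3* (endothelin 3), 3.94 for *adma* (adrenomedullin), 4.27 and 2.92 for the macrophage and pigment cell growth factors *csf1b* and *csf1a*, 2.74 for the Kit ligand *kitlga* and 1.49 for *sema3e*. The table's *figf*, an older symbol of the Vegf ligand gene *vegfd* (matched by NCBI gene ID), rose from 49.3 ± 12.7 to 436 ± 241 normalized read counts (SD, n = 2), a log2 fold change of 3.14 (standard error 0.71) with an adjusted p of 9.3e-04 from edgeR's quasi-likelihood test (0.0283 when adjusted over all 23016 genes). It is the 1 gene analysed here of 8 Vegf ligand genes, which does not pass as more than chance gives (adjusted p = 0.489 from the one-sided hypergeometric test). The paper cites earlier work on Vegfab and Vegfd from meningeal fibroblasts and does not report these values for the sorted cells. Of 30 chemokines and guidance cues, 6 were higher and none of the 6 analysed was lower, with the other 24 not analysed here (adjusted p = 2.6e-04 from the one-sided hypergeometric test, adjusted p = 0.517 with an estimated correlation in camera), 3 of the 6 passed when adjusted over all 23016 genes, and 3 of the 6 (*ackr3b*, *ntn1a* and *sema3e*) change sign and 0 pass with RLE scaling over the listed genes, which also ends the calls of *csf1a*, *kitlga* and *figf*. The log2 fold change was 4.15 for *edn3* and 2.32 for *csf1a* without double negative replicate 1, 6.50 for *edn3* and 3.97 for *csf1a* without double negative replicate 2 and 2.299 for *csf1a* and 2.43 for *figf* without Venus positive library 3. Calls were lost, with adjusted p-values from edgeR of 0.0625 for *sema3e* without double negative replicate 1.

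Genes of blood, skin and pigment cells were lower in the Venus positive cells. Of 20 erythrocyte genes 18 were lower, 16 of them matched by symbol and 2 by NCBI gene ID (among them *hbae1*, log2 fold change -6.13), with the other 2 not analysed here (adjusted p = 1.3e-31 from the one-sided hypergeometric test, adjusted p = 0.481 with an estimated correlation in camera), and all 18 passed when adjusted over all 23016 genes. By the authors' mean TPM the 16 matched by symbol hold 6.72% of transcripts in double negative and 0.119% in Venus positive cells. *hbae3* fell from 13785 ± 6889 to 197 ± 63.3 normalized read counts and *hbbe1.2* from 39636 ± 15573 to 613 ± 59.4 (SD, n = 2), though near-identical globin copies share reads. Of 36 epithelial genes 13 were lower, among them *cyt1l* (-3.56) and *anxa1c* (-5.73), and 2 higher, *krt94* (2.61) and, by NCBI gene ID, *krt18* (1.52, with its sign turned under RLE scaling over the listed genes). The lower ones are more than chance gives (adjusted p = 2.4e-15 from the one-sided hypergeometric test, adjusted p = 0.481 with an estimated correlation in camera), and 11 of them and *krt94* passed when adjusted over all 23016 genes. Of 24 neural crest and pigment cell genes, *sox10*, *pmela*, *oca2* and *pnp4a* were lower and *xdh* was higher (adjusted p = 0.00118 from the one-sided hypergeometric test, adjusted p = 0.517 with an estimated correlation in camera), and none of the 5 passed when adjusted over all 23016 genes, while with RLE scaling the 4 lower ones did and *xdh* did not. *sox10*, which the paper used to trace the neural crest by imaging, had 58.2 ± 2.34 against 264 ± 77.9 normalized read counts (SD, n = 2), a log2 fold change of -2.18 (standard error 0.72). Its adjusted p of 0.0077 from edgeR was 0.235 when adjusted over all 23016 genes and 0.0984 without double negative replicate 1, and that of *pmela* (log2 fold change -1.62) became 0.0668 without Venus positive library 3. *pnp4a* had a log2 fold change of -2.03. Refitted, the log2 fold change was -5.50 for *hbae3* without double negative replicate 2, -2.97 for *pnp4a* and 1.38 for *xdh* without Venus positive library 3 and -6.52 for *anxa1c*, -2.31 for *pmela* and 3.71 for *xdh* without Venus positive library 4. Calls were lost, with adjusted p-values from edgeR of 0.0572 for *krt18* without double negative replicate 1 and 0.162 for *xdh* without Venus positive library 3. *sox10* is also the 1 gene analysed here of the 12 myelin and Schwann lineage genes and of the 5 lineage genes of the study.

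By the fitted log2 fold change, the 10 largest decreases of genes with a mean of at least 100 normalized read counts in double negative cells, automatic identifiers left out, were of genes close to 0 in the Venus positive cells, and this rank rests on the small count the fit adds. The erythroid factor *gata1a*, the globin *hbae5* and *fut9b* had 0 reads in both Venus positive libraries and were at least 34.4-fold, 39.4-fold and 33.7-fold lower than in double negative cells, against a floor of 3 reads per library. The globin gene *hbz*, the neuropeptide gene *npvf*, *ponzr3*, *ponzr4*, *muc13a*, *cmah* and *atp1a1a.4* had 0 to 2 reads in each Venus positive library, and means of 249, 293, 186, 322, 188, 129.6 and 104 normalized read counts in double negative cells. For *hbz*, with 3 reads over both Venus positive libraries, the ratio was 157 (95% exact binomial interval 53.5 to 764, counting error only). Muscle genes went both ways. The myogenic factor *myf5* and the parvalbumin *pvalb2* were lower, with 0 and 0 reads and 1 and 0 reads in the Venus positive libraries, while the titin genes *ttn.1* and *ttn.2* were higher, as was *vmhc* (*myh7* of the list by NCBI gene ID), and the other 26 of 31 skeletal muscle genes were not analysed here. By the authors' mean TPM, *ttn.1* had 0.28 in Venus positive and 0.01 in double negative cells, and *ttn.2* had 0.815 and 0.105. Both titin genes thus stood at a low level in either group, and read counts are not corrected for gene length. Of 14 heart genes *vmhc* was higher and *hand2* lower (log2 fold change -2.73). In the eye, *rho* (-4.53) was lower and *crybb1l3* at least 9.44-fold lower, and of 25 ear genes *otomp* (-2.70) was lower. The bound for *crybb1l3* rests on the mean of 2 unequal libraries, with 13.1 and 47.0 normalized read counts in double negative replicates 1 and 2. The log2 fold change was 2.10 for *vmhc* without double negative replicate 1, -3.70 for *rho*, 5.18 for *vmhc*, 2.73 for *foxa1* and 5.38 for *ttn.1* without double negative replicate 2, -1.82 for *hand2* and -3.65 for *rho* without Venus positive library 3 and -6.12 for *hand2* and -3.50 for *otomp* without Venus positive library 4. Calls were lost, with adjusted p-values from edgeR of 0.0638 for *vmhc* and 0.0997 for *foxa1* without double negative replicate 1. *rho* had 0 and 11 reads in Venus positive libraries 3 and 4, so no fold is given for it without library 4. Of 15 TGF-β genes 2, of 42 Wnt genes 4 (3 by symbol and *wnt11*, in the table as *wnt11r*, by NCBI gene ID, log2 fold change 2.91), of 16 thyroid, pharyngeal and gill genes 1 (*foxa1*) and of 22 genes of ciliated cells and choroid plexus epithelium 1 (*msx1b*) were higher, the others were not analysed here, and none of these lists, of the lists of skeletal muscle, heart, eye and ear genes or of the myelin and Schwann list passed 0.05 for more changed genes than chance gives (smallest adjusted p = 0.0674 from the one-sided hypergeometric test). Adjusted over all 23016 genes, *vmhc*, *hand2*, *rho*, *otomp* and *foxa1* of the genes named from these lists did not pass, and with RLE scaling *ttn.2*, *vmhc*, *foxa1* and *msx1b* did not. No member of the lists of endothelial cells, neurons, neural progenitors, leukocytes, olfactory and taste cells, pituitary and hypothalamic hormones, cell division and mitochondrially encoded genes is among the genes analysed here. None of these members was thus called by the authors at a Q value under 0.05, and no level or fold change is given for them.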
